# The Impact of Intramammary *Escherichia coli* Challenge on Liver and Mammary Transcriptome and Cross-Talk in Dairy Cows during Early Lactation Using RNAseq

**DOI:** 10.1371/journal.pone.0157480

**Published:** 2016-06-23

**Authors:** K. M. Moyes, P. Sørensen, M. Bionaz

## Abstract

Our objective was to identify the biological response and the cross-talk between liver and mammary tissue after intramammary infection (IMI) with *Escherichia coli* (*E*. *coli*) using RNAseq technology. Sixteen cows were inoculated with live *E*. *coli* into one mammary quarter at ~4–6 weeks in lactation. For all cows, biopsies were performed at -144, 12 and 24 h relative to IMI in liver and at 24 h post-IMI in infected and non-infected (control) mammary quarters. For a subset of cows (n = 6), RNA was extracted from both liver and mammary tissue and sequenced using a 100 bp paired-end approach. Ingenuity Pathway Analysis and the Dynamic Impact Approach analysis of differentially expressed genes (overall effect False Discovery Rate≤0.05) indicated that IMI induced an overall activation of inflammation at 12 h post-IMI and a strong inhibition of metabolism, especially related to lipid, glucose, and xenobiotics at 24 h post-IMI in liver. The data indicated in mammary tissue an overall induction of inflammatory response with little effect on metabolism at 24 h post-IMI. We identified a large number of up-stream regulators potentially involved in the response to IMI in both tissues but a relatively small core network of transcription factors controlling the response to IMI for liver whereas a large network in mammary tissue. Transcriptomic results in liver and mammary tissue were supported by changes in inflammatory and metabolic mediators in blood and milk. The analysis of potential cross-talk between the two tissues during IMI uncovered a large communication from the mammary tissue to the liver to coordinate the inflammatory response but a relatively small communication from the liver to the mammary tissue. Our results indicate a strong induction of the inflammatory response in mammary tissue and impairment of liver metabolism 24h post-IMI partly driven by the signaling from infected mammary tissue.

## Introduction

During early lactation (i.e. the first 60 days of lactation), the massive repartition of nutrients to the mammary gland for milk synthesis has been identified as a major contributor to the high risk of developing diseases [1]. This repartition of energy toward the mammary gland is not compensated via feed intake, that is also reaching a nadir during early lactation [1]. The requirement of energy and nutrients increases ~5-fold from pregnancy to lactation in high producing dairy cows mainly due to the large amount of milk synthesized by the mammary gland [2]. In order to meet the nutrient demands in early lactation, most cows mobilize body tissue, e.g. skeletal muscle and adipose tissue, and thereby experience a period of negative energy balance, as reflected by the degree of increase in circulating non-esterified fatty acids (**NEFA**), ketone bodies (β-hydroxybutyrate; **BHBA**) and decrease in blood glucose [3]. As a result, production diseases, such as ketosis and hepatic lipidosis, occur most often at this time [4] and are associated with negative impacts on animal health and reduced economic outcome to the farmer.

The liver plays a central role in the metabolic and inflammatory physiology of the dairy cow. Dairy cows, being ruminants, have a negligible amount of glucose absorbed from the intestine [4]; therefore, the large amount of glucose needed to synthesize milk lactose is coming largely from the hepatic gluconeogenesis. Especially in early lactation, the liver is naturally compromised via increased gluconeogenesis and the catabolism of infiltrating NEFA. Besides its vital role in metabolism, the liver participates to the immune response by synthesizing and secreting into the bloodstream inflammatory mediators (i.e. acute phase proteins) [5]. Acute phase proteins are non-specific innate immune components involved in restoring homeostasis and providing host protection from invading microorganisms and inflammation [6]. Few studies have focused on the metabolic changes that occur in the liver after an IMI. Recent work has demonstrated a large transcriptomic response of the bovine liver after intramammary infection (**IMI**) challenge with **lipopolysaccharides (LPS**), an endotoxin released from the cell wall of *Escherichia coli* (***E*. *coli***) [7]. Results indicated an increase in the hepatic expression of transcripts coding for proteins involved in acute phase reaction (and other inflammatory related proteins) and a consequent/concomitant reduction in the expression of transcripts coding for key metabolic enzymes, including the ones involved in gluconeogenesis [7]. Therefore, during inflammatory states such as mastitis, the immunometabolic demands may compromise liver function and increase risk of disease.

The cross-talk between different tissues is emerging as an important regulatory factor during health and disease. This has been observed in monogastrics [8]. Mastitis, an inflammation of the mammary gland, is the most costly disease in the dairy industry and occurs more frequently during early lactation [9]. Mastitis is characterized by an increase in milk somatic cell count (**SCC**) and may be accompanied by the presence of an intramammary pathogen [10], such as *E*.*coli*, one of the most common and costly mastitis-causing pathogens [11]. The mammary tissue is highly dependent on a highly functional liver and, therefore, it appears reasonable that a direct cross-talk between the mammary gland and the liver exists to coordinate the nutrient demands for lactation and to elicit the immune response to mastitis.

Our objective was to characterize the individual response and the cross-talk between liver and mammary tissue in response to IMI with *E*. *coli* using RNAseq technology.

## Materials and Methods

Experimental procedures involving animals were approved by the Danish Animal Experiments Inspectorate and complied with the Danish Ministry of Justice Laws concerning animal experimentation and care of experimental animals.

### Animals, Experimental Design and Sample Collection

The animal trial was conducted at the Aarhus University’s dairy barn, Ammitsbøl Skovgaard (Denmark). Sixteen healthy primiparous Holstein cows at ~4–6 weeks in lactation were used for this study. The experimental design has been illustrated previously [12]. Cows were not treated for any clinical signs of disease before the study period. Details on animal housing, total mixed ration fed, treatment, preparation and inoculation of *E*. *coli* and clinical examinations have been previously described [13,14]. Briefly, cows were considered healthy and free of mastitis-causing pathogens based on body temperature, white blood cell count, glutaraldehyde test, California Mastitis Test (Kruuse, Marslev, Denmark) and bacteriological examinations of aseptic quarter foremilk samples prior to the start of the study period. Using the portable DeLaval Cell Counter (DeLaval, Tumba, Sweden), the front quarter with the lowest SCC (<27,000 cells/mL) was used for *E*. *coli* infusion. All eligible cows were inoculated with ~20–40 cfu of live *E*. *coli* (Danish field isolate k2bh2) into one front mammary quarter immediately following the afternoon milking (h = 0). Healthy, control quarters were chosen based upon bacteriological examinations where quarter SCC were <181,000 cells/mL at 24 h post-IMI. Daily feed intake and milk yield at each milking were recorded. Rectal temperature was recorded periodically and composite milk samples were collected at -180, -132, -84, -36, -12 h, 0, 12, 24, 36, 48, 60, 72 and 84 h relative to IMI challenge from infected quarters for analysis of lactate dehydrogenase (**LDH**), alkaline phosphatase (**AP**) and N-acetyl-β-D-glucosaminidase (**NAGase**) following procedures reported previously [15]. Aseptic quarter foremilk samples were collected at -12, 0, 3, 6, 12, 18, 24, 48, 60 and 84 h relative to IMI challenge from infected quarters. One day prior to IMI challenge, sterile Micro-Renathane polyvinyl catheters were inserted into the jugular vein and flushed with a sterile 0.9% NaCl solution containing 50 IU Na-heparin as previously described [12]. Blood was collected at -12, 0, 3, 6, 12, 18, 24, 36, 60 and 84 h relative to IMI challenge and plasma was analyzed for concentrations of glucose, NEFA, BHBA and cholesterol using an autoanalyzer, ADVIA 1650^®^ Chemistry System (Siemens Medical Solution, Tarrytown, NY, USA) as previously described [16]. Liver biopsies were collected from all cows at -144, 12 and 24 h relative to IMI challenge were analyzed for gene expression as previously described [17]; and, using a minimally invasive biopsy technique, mammary tissue was collected at 24 relative to IMI challenge from both infected and control quarters for gene expression analysis as previously described [13]. Combined biopsy had no effect on the production and inflammatory mediators presented for this study [12]. After the mammary biopsies had been collected, cows were administered a prophylactic antibiotic treatment against infection with Gram-positive bacteria by intramuscular injection of 30 mL of Penovet^®^ vet (300,000 IE benzylpenicillinprocain/ml; Boehringer Ingelheim Danmark A/S,Copenhagen, Denmark). No other antibiotic therapy was administered after IMI challenge.

### RNAseq Analysis

For a subset of liver and mammary tissue samples (n = 6 cows for both liver and mammary tissue), RNA extraction was performed as described previously [18]. RNA was extracted from the liver of 6 cows at 3 different time points (i.e. -144, 12 and 24 h relative to IMI challenge; 3 x 6 = 18 liver RNA samples in total) and for the mammary tissue from the infected and control quarters of the same 6 cows (i.e. 2 x 6 = 12 mammary tissue RNA samples in total). Each sample was sequenced using a 100 bp paired approach with the Illumina Hiseq2000 sequencing technology by AROS Applied Biotechnology (Aarhus, Denmark). The standard Illumina TruSeq mRNA protocol was used with minor changes (fragmentation time was 1 minute and the number of PCR cycles was 13). Sequence reads obtained for each sample were aligned separately to the Bovine genome assembly (UMD3.1). Sequence alignment was conducted using an efficient and sensitive mapping paradigm based on seed-and-vote algorithm [19] implemented in the Rsubread package in R. The abundance of mRNAs for all genomic features (bovine Ensembl genes) was calculated for each sample. Procedures previously described [20] were used to obtain the annotated bovine Ensembl genes from the annotations available at the UCSC Genome Browser. The total number of bovine Ensembl genes was 24,616. The function ‘Feature Counts’ in the R package was used to count the number of reads that mapped to each feature using the default settings. The total number of mapped reads for each sample varied from 10,434,369 to 22,098,317.

### Statistical Analysis

#### RNAseq

Differential expressed genes were identified using edgeR (version 3.4.2; [21]). The count data were normalized using the weighted trimmed mean of M-values [21]. Count data were non-normally distributed thus a generalized linear model (**GLM**) was fitted for each gene. A negative binomial GLM was used allowing for a quadratic mean-variance relationship commonly observed in this type of data. The GLM allows for a design to be modeled and differential expression is determined using a likelihood ratio test. In the GLM model specified the number reads in RNA sample i that map to the gene g is denoted y_gi_ and the total number of mapped reads is denoted N_i_. It is assumed that y_gi_ ∼ *NB*(μ_gi_, *ϕ*_*g*_), where μ_gi_ is the mean and *ϕ*_*g*_ is the dispersion parameters of the negative bionomial distribution. The expected number of reads for a particular gene μ_gi_ is the product of the relative abundance of that gene λ_gi_ and the total number of reads N_i_ in the i^th^ sample. It is assumes that λ_gi_ can be represented by a log-linear model:

$$\text{log}\left(\lambda_{gi}\right)=x_{i}^{T}\beta_{g}$$

where $x_{i}^{T}$ is the covariate vector indicating the treatment conditions applied to sample i and *β*_*g*_ is the vector of regression coefficients by which the covariate effects are mediated for gene g.

Liver and mammary tissue samples were analyzed separately. In the statistical analyses we only considered the main effect of time in case of liver samples (i.e. *β*_*g*_ has three treatment levels, -144, 12 and 24 h relative to IMI challenge) and infection status in case of mammary tissue samples (i.e. *β*_*g*_ has two treatment levels, Infected and Control). The aim of the differential expression analysis is to test the null hypothesis (**H**_**0**_) (stating that the relative abundance of reads for the gene g is similar in treatment condition *T*_1_ (e.g. time = -144hours) and *T*_2_ (e.g. time = 12hours)): $H_{0}:\lambda {\;}_{g}^{T_{1}}=\lambda {\;}_{g}^{T_{2}}$ against the alternative hypothesis **(H**_**1**_**)** (stating that the relative abundance of reads for the gene g is different in treatment condition *T*_1_ and *T*_2_): $H_{1}:\lambda {\;}_{g}^{T_{1}}\neq \lambda {\;}_{g}^{T_{2}}$. This corresponds to test the null hypothesis ${\text{H}}_{0}:\beta_{g}^{T1}=\beta_{g}^{T2}$ in the log-linear model which can be specified by a contrast vector *c*^*T*^ for H_0_: *c*^*T*^ *β*_*g*_ = 0. These hypotheses are evaluated by comparing the observed likelihood ratio test statistics to a *χ*^2^ distribution with 1 degree of freedom. For the liver we determined if there is differential expression between any of the time points (e.g. a joint test for the three comparisons: -144 vs 12, -144 vs 24 and 12 vs 24) or at specific time points (e.g. three individual tests one for each of comparison -144 vs 12, -144 vs 24 and 12 vs 24). For the mammary tissue determined if there is differential expression between the infected and uninfected quarter (e.g. a single test). To ensure stable inference for each gene an empirical Bayes method was applied to squeeze the gene wise dispersions towards a common dispersion for all genes [22]. As there are 24,616 genes annotated in the bovine genome, the statistical tests in each analysis were corrected for multiple testing using the Benjamini and Hochberg False Discovery Rate (**FDR**) method [23] as implemented in R (version 2.12.0).

The RNAseq data files were deposited in NCBI’s Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO series accession number [GSE75379; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=czgzgcwwfxwjtub&acc=GSE75379).

#### Blood and milk

The PROC MIXED procedure of SAS (SAS/STAT version 9.2; SAS Institute Inc., Cary, NC) was used for statistical analysis for all biopsied cows (n = 16). The class variables included cow, block (i.e. date of IMI challenge), and time (i.e. relative to IMI) and the model included the fixed effect of time and the random effect of cow nested within block. The degrees of freedom were estimated with the Kenward-Roger specification in the model statement. The data are presented as least squares mean (**LSM**) and the standard error of the mean (**SEM**). Statistical differences were declared as significant if *P* ≤ 0.05.

### Bioinformatics Analyses Using Ingenuity Pathway Analysis (IPA)

Network, function, and pathway analyses were generated using IPA (Ingenuity Systems, www.ingenuity.com) that assists with RNAseq data interpretation *via* grouping differentially expressed genes (**DEG**) into known functions, pathways, and networks based primarily on human and rodent studies. The whole dataset containing Ensembl Gene ID, FDR, expression ratio, and *P*-value for all comparisons was uploaded into IPA and the whole bovine annotated genome (24,616 unique Ensembl IDs) was used as background. Only 15,148 unique genes were mapped into IPA. Due to the nature of the sample analyzed the analysis carried out with IPA was restricted to IPA database related to liver as organ system and all Hepatoma cell lines for the data related to liver and IPA dataset related to mammary tissue as organ system and Brest Cancer cell lines and Other cell lines for the data related to mammary tissue. The genes used in the IPA were selected based on the following criteria: In the liver a FDR adjusted p-value below 0.05 for the joint test determining differentially expression at any of the time points, a fold change larger than 1 (or smaller than -1), and a p-value below 0.05 for each of the comparison -144 vs 12, -144 vs 24 and 12 vs 24. In the mammary tissue a FDR adjusted p-value below 0.05 for test comparing the infected and uninfected quarter. Both up- and down-regulated genes were analyzed simultaneously.

The IPA was used to analyze the up-stream regulators of DEG using the “Up-stream analysis” feature. The analysis uses an IPA Knowledge base to predict the expected causal effects between up-stream regulators and DEG targets. The analysis provides the more plausible prediction of the status of the up-stream regulator (i.e., activated or inhibited) by computing an overlap *P*-value and an activation z-score. The results were downloaded and graphically depicted using SigmaPlot v11 (Systat Software Inc., Germany).

Network analysis of DEG coding for transcriptional factors (**TF**; i.e., transcriptional network analysis) was performed using IPA. The network analysis allows to uncover (and to visualize) the interaction between TF and also provides an overall prediction of the TF activation/inhibition using expression of putative down-stream genes. Furthermore, the most significantly enriched functions were uncovered among DEG TF in the network using IPA.

The cross-talk between liver and mammary tissue at 24 h after *E*.*coli* IMI was performed using the network capability of IPA as previously described [24]. For the present analysis DEG were identified using as criteria: FDR < 0.05 for the overall effect (overall time effect for liver encompassing 12 and 24 h post-IMI and IMI vs. control for mammary tissue), an expression ratio ≥ 2, and *P*-value < 0.001; a higher stringency compared to the functional analysis was used in order to identify the genes coding for proteins with a higher likelihood of cross-talk between the tissues. The genes considered to code for secreted proteins were the one in the cytokines and growth factors categories while genes coding for proteins considered to be receptors that might be able to “sense” the secreted proteins were the one in G-protein coupled receptor, ligand-dependent nuclear receptor, transcription regulator, and transmembrane receptor. Networks between DEG with high expression in liver of cows at 24 h and coding for secreted proteins and DEG more expressed in *E*. *coli* treated vs. saline in mammary tissue and coding for receptors and *vice versa* were built using IPA Knowledge base.

### Bioinformatic Analyses Using Dynamic Impact Approach

The description of the Dynamic Impact Approach (**DIA**) tool is reported elsewhere [25]. For the DIA analysis, the Ensembl IDs were transformed into Entrez Gene ID using BioDBnet [26]. Only 16,867 unique Entrez Gene IDs were obtained and used for the analysis. The whole annotated dataset was uploaded into the system using the whole bovine annotation as background. As for IPA a FDR < 0.05 for the overall time effect and a *P*-value < 0.05 between comparisons were used as cut-off. The DIA analysis was performed for the Kyoto Encyclopedia of Genes and Genomes (**KEGG**) pathways [27].

## Results and Discussion

### Responses in Blood and Milk after IMI with *E*. *coli*

For all biopsied cows (n = 16), clinical symptoms and rises in milk SCC, shedding of *E*. *coli*, rectal temperature, heart rate and respiration were observed and results are reported elsewhere [12,15]. Change in concentration of AP, NAGase and LDH in milk after IMI with *E*. *coli* for all 16 cows is shown in S1 Fig. Alkaline phosphatase increased by 48 h after IMI when compared to pre-IMI levels (h = 0). Milk NAGase was elevated at 36, 48 and 72 h post-IMI. Milk LDH was significantly elevated at 36 h post-IMI whereas no other time points differed from h = 0. Our data clearly indicate an inflammatory response to IMI challenge with *E*. *coli*.

Feed intake and milk yield response for cows (n = 16) after IMI challenge with *E*. *coli* are shown in S2 Fig. Feed intake decreased by 48 h post-IMI and returned to pre-IMI levels by 72 h post-IMI whereas milk yield decreased by 24 h, remained lower through 48 h, and returned to pre-IMI levels by 60 h post-IMI. The pro-inflammatory response and the changing hormonal environment contribute to reduced feed intake and milk production observed during an IMI [28] and most likely explains the majority of variation in feed intake and milk yield observed for this study. Changes in plasma concentrations of NEFA, BHBA, glucose and cholesterol (n = 16) after IMI with *E*. *coli* are shown in S3 Fig. Overall, plasma NEFA increased during IMI but no differences were observed at any given time point. Elevated NEFA in blood indicates increased adipose tissue lipolysis during the inflammatory response [29]. Glucose concentrations increased by 36 and 60 h after IMI whereas plasma BHBA decreased by 12 h post-IMI and remained lower throughout the study period. Concentration of plasma cholesterol decreased and was significantly lower at 84 h post-IMI when compared to 0 h. Increases in plasma glucose are not associated with increased hepatic gluconeogenesis, impaired during periods of inflammation [30], but is likely consequence of insulin resistance typically induced by inflammation leading to hyperglycemia [31]. Drops in plasma BHBA can be primarily associated with increased transfer into milk [15]. Blood BHBA has been associated with reduced neutrophil recruitment [32] and may partly explain reduced levels of blood BHBA during inflammation. Changes in metabolites in blood and animal production during IMI are similar to those reported by others [33,34] and may increase risk for the development of subsequent disease during mastitis for dairy cows in early lactation.

### Transcriptome Altered in Liver and Mammary During IMI

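The liver transcriptome was measured in 6 cows, each biopsied at -144 h and again at 12 and 24 h post-challenge, which gave 18 libraries. Libraries were made from polyadenylated RNA and sequenced as 100 bp read pairs, and the authors aligned the reads of each library to the bovine genome assembly UMD3.1 with Rsubread and counted them on 24616 Ensembl genes with featureCounts. The values used here are those deposited counts, which were neither normalized nor filtered. Total counts per library ranged from 12701900 to 17176871 (median 15376700) at -144 h, from 10434369 to 22098317 (median 14963071.5) at 12 h and from 17168154 to 20450331 (median 17848875) at 24 h. The 10 most abundant genes took a median of 18.6% of the counts at -144 h, 21.25% at 12 h and 33.2% at 24 h. Counts were normalized with the trimmed mean of M-values and fitted with edgeR with time as the only factor, after the paper's model, but with the quasi-likelihood F test in place of the likelihood ratio test. Following the rule given in the paper's text, a gene was called a DEG when the false discovery rate (FDR) of the overall time effect was below 0.05 and the unadjusted P-value of the comparison was below 0.05. The FDR given for a gene in a liver comparison is that P-value after Benjamini-Hochberg adjustment over genes, so a DEG can have an FDR above 0.05 in a comparison. Of the 18963 genes with a count in liver, 7426 had an overall time effect. The comparison with -144 h gave 4634 DEG at 12 h and 5436 DEG at 24 h. When each cow was left out in turn, the number at 12 h lay between 2721 (without cow 6) and 5509 (without cow 4) and the number at 24 h between 3693 (without cow 6) and 5701 (without cow 4). The likelihood ratio test gave 4979 and 5823 DEG, respectively. With an adjusted P-value per comparison the numbers were 3337 and 4626 in the quasi-likelihood fit, and 3831 and 5013 with the likelihood ratio test, a setting chosen after seeing the data. Counts were also simulated from these libraries with 200 changed genes. For 12 vs. -144 h, 93.1% of the 4-fold changes and 49.0% of the 2-fold changes were recovered. For 24 vs. -144 h the shares were 92.5% and 53.2%. They hold for 200 changed genes, whereas 7426 genes had a time effect here. Calls by FDR depend on that number, so the shares in these data can differ. Gene symbols were taken from the first 1997 of the 24616 rows of the paper's S5 Fig, which pair a symbol with 1850 genes, and values of other genes named in the text are not analysed here.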

The complete dataset with statistical results is available in S5 Fig. Genomic analysis via RNAseq uncovered >3,643 and >4,724 DEG (Fig 1) in liver tissue at 12 and 24 h post-challenge compared to -144 h, respectively. 

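In the quasi-likelihood fit, 2625 of the liver DEG at 12 h were up-regulated and 2009 were down-regulated compared with -144 h, and at 24 h 3025 were up-regulated and 2411 were down-regulated. Up-regulated genes made up 56.6% of the DEG at 12 h and 55.6% at 24 h. With cow as a block the share was 50.0% at 12 h (2629 up- and 2632 down-regulated) and 52.7% at 24 h, and with cows left out in turn it was 52.2% to 64.4% at 12 h and 52.2% to 55.1% at 24 h. A total of 2767 genes were DEG at both times, of which 2522 changed in the same direction. Both comparisons use the same 6 libraries at -144 h, which by itself favours the same direction, so these numbers do not measure a shared response.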

By 12 h (i.e. early inflammatory response), 1,399 DEG were down-regulated and 2,244 were up-regulated whereas the same number of up- and down-regulated (2,388 up- and 2,336 down-regulated) were detected at 24 h post-challenge (i.e. peak inflammatory response) compared to 144 h pre-challenge. For mammary tissue, >2,379 DEG were observed 24 h post-challenge in the IMI compared to the control quarter with, similar to the liver at 12 h, more up-regulated (1,407) compared to down-regulated (972) DEG. 

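Mammary tissue was biopsied from the infected and the control gland, each a separate gland of the udder, of the same 6 cows at 24 h post-challenge, and the 12 libraries were prepared, sequenced and counted as for liver. In the sample labels every infected gland was the left front and every control gland the right front gland. Total counts ranged from 13256734 to 22281161 (median 16957525.5) in the control glands and from 11525127 to 32106086 (median 16674361.5) in the infected glands, and the 10 most abundant genes took a median of 41.08% and 28.3% of them. The deposited counts were fitted with infection status as the only factor, and a gene was called a DEG at FDR < 0.05 from edgeR's quasi-likelihood F test. Of 19194 genes with a count, 1802 were DEG, with 1132 up-regulated and 670 down-regulated in the infected gland. Of the alternatives set beforehand that use all 6 cows, DESeq2 moved this number most, to 3034 (1634 up- and 1400 down-regulated). With cow as a block it was 2764 (1669 and 1095). With the likelihood ratio test named in the paper's methods it was 2390 (1451 and 939). In the quasi-likelihood fit the number fell to 975 without cow 1 and to 958 without cow 5. In counts simulated with 200 changed genes, 72.6% of the 4-fold and 30.6% of the 2-fold changes were recovered, shares that depend on that number.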

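Set beside the genes with at least 1 count in each tissue, DEG made up 24.4% in liver at 12 h and 28.7% at 24 h, and 9.39% in mammary tissue. The liver percentages rest on an unadjusted P-value for the comparison, whereas the mammary percentage rests on the FDR. With the P-value of each liver comparison adjusted over genes by the Benjamini-Hochberg method, 3337 DEG were left at 12 h and 4626 at 24 h.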

Overall, the liver had a larger transcriptomic response to IMI when compared to mammary tissue. However, the mammary gland having a single comparison the use of a FDR cut-off for the overall effect of the treatment has accounted for the false positive while for the liver the false positives were accounted for the overall effect (i.e., time) but we did not corrected for false positive for the specific comparisons (i.e., 12 vs. 144 h, 24 vs. 144 h, and 24 vs. 12 h). 

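Among the mammary DEG at FDR < 0.05, the largest unadjusted P-value was 0.003653 in the quasi-likelihood test.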

The use of FDR ≤ 0.05 for the mammary tissue resulted in a *P*-value ≤ 0.005 (S5 Fig). The use of the same *P*-value cut-off for the liver resulted in lower DEG for the comparisons, with the comparison 12 vs. 144 h having 2,555 DEG and the comparison 24 vs. 144 h having 3,323 DEG (approx. 28% less DEG compared with the use of *P*-value ≤ 0.05). Thus, the overall transcriptomic effect of IMI was still larger for the liver compared to mammary tissue. 

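With a P-value cut-off of 0.005 for the comparison and FDR < 0.05 for the time effect, the quasi-likelihood fit gave 3087 liver DEG at 12 h and 4176 at 24 h. At 12 h 1979 of these were up-regulated and 1108 down-regulated, and at 24 h 2219 were up-regulated and 1957 down-regulated. With cow as a block 1979 were up-regulated and 1721 down-regulated at 12 h, and 2351 and 2298 at 24 h. Leaving out single cows moved the number at 12 h to between 1753 (without cow 6, 1295 up- and 458 down-regulated) and 4106 (without cow 4, 2302 and 1804). At 24 h the down-regulated genes were more numerous without cow 1 (1610 up- and 1679 down-regulated) or cow 5 (1749 and 1764), with RLE size factors (2020 and 2068) and with the filter on low counts (1916 and 2008). From the larger numbers of DEG in liver, the paper concludes that the liver responded more than the mammary tissue.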

Because of the difference in the overall effect considered for the mammary tissue (IMI vs. control) and the liver (time effect), we decided to use a consistent FDR for the overall effect and a *P*-value ≤ 0.05 for the various comparisons for the liver, while for the mammary the *P*-value was not used (but only the FDR for the overall effect). The use of a simple *P*-value (i.e. not corrected for multiple comparisons) ≤ 0.05 in liver is a liberal approach and can be a limitation when evaluating the functional analysis in enrichment approach analyses, such as the approach used by IPA. However, the *Z*-score for the up-stream regulator analysis in IPA can benefits from a larger number of DEG and the DIA is minimally affected by the *P*-value cut-off and, as for the *Z*-score, the algorithm benefits from a larger number of DEG. Thus, we opted for a more liberal *P*-value between comparisons in liver.

**Fig 1:**
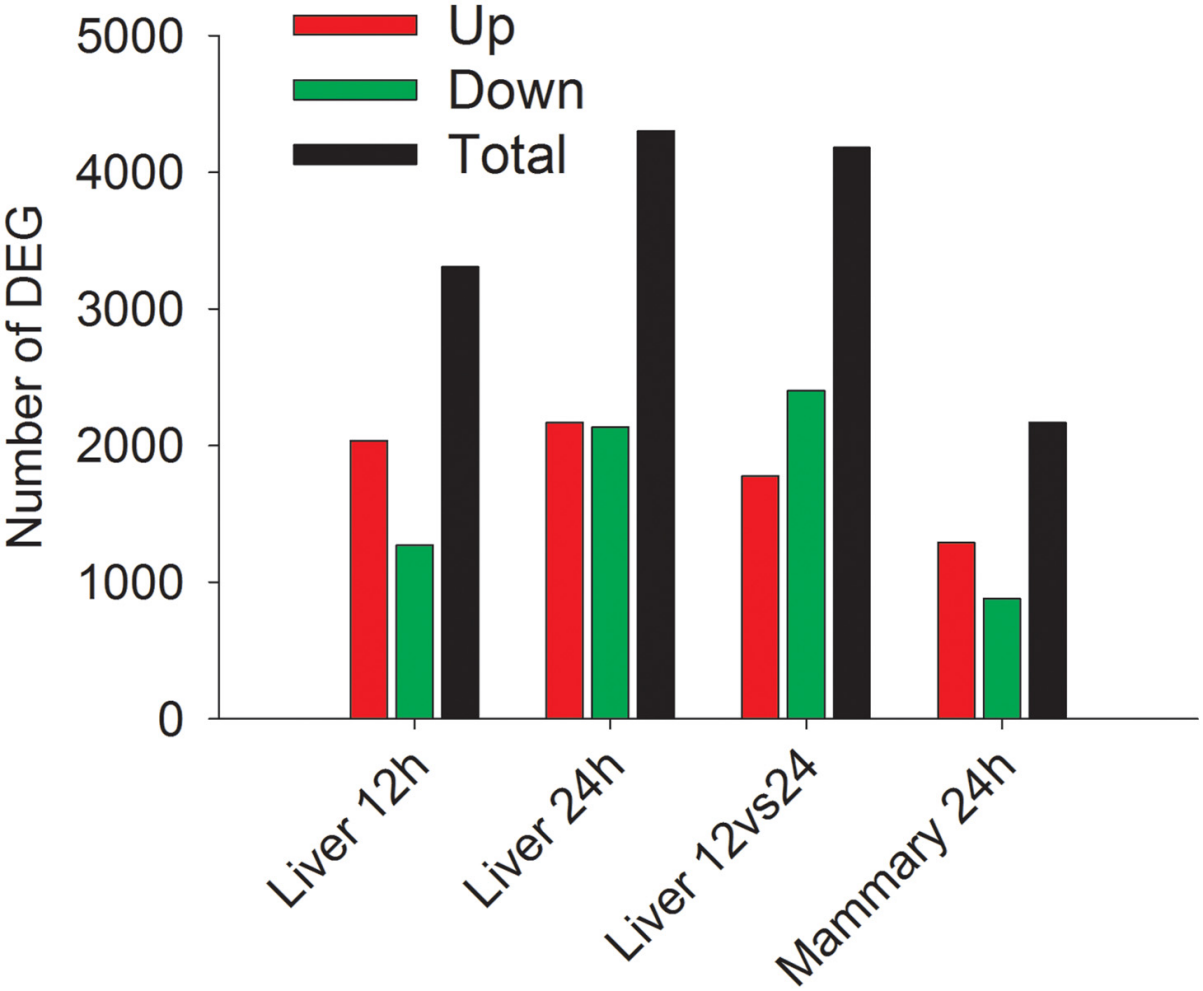
Number of Differentially Expressed Genes (DEG) in each comparison. The number of DEG (FDR <0.05, *P*-value between comparisons <0.05) as total (black), up-regulated (Up; red), and down-regulated (Down; green) in bovine liver at 12 and 24 h vs. -144 h relative to IMIchallenge with *E*. *coli* and at 24 vs. 12 h post-IMI. Reported is also the number of DEG between infected and non-infected bovine mammary quarters at 24 h post-IMI.

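Between 24 and 12 h post-challenge, 5538 genes were DEG in liver, of which 2624 were higher and 2914 lower at 24 h. With cows left out in turn this number was 3792 (without cow 6) to 5849 (without cow 4). The lower genes were 3158 against 2257 higher ones with RLE size factors, 3257 against 2327 with the filter on low counts, and 2394 against 1665 without cow 1, whereas with cow as a block they were 3039 against 2959.

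**Figure D1:**
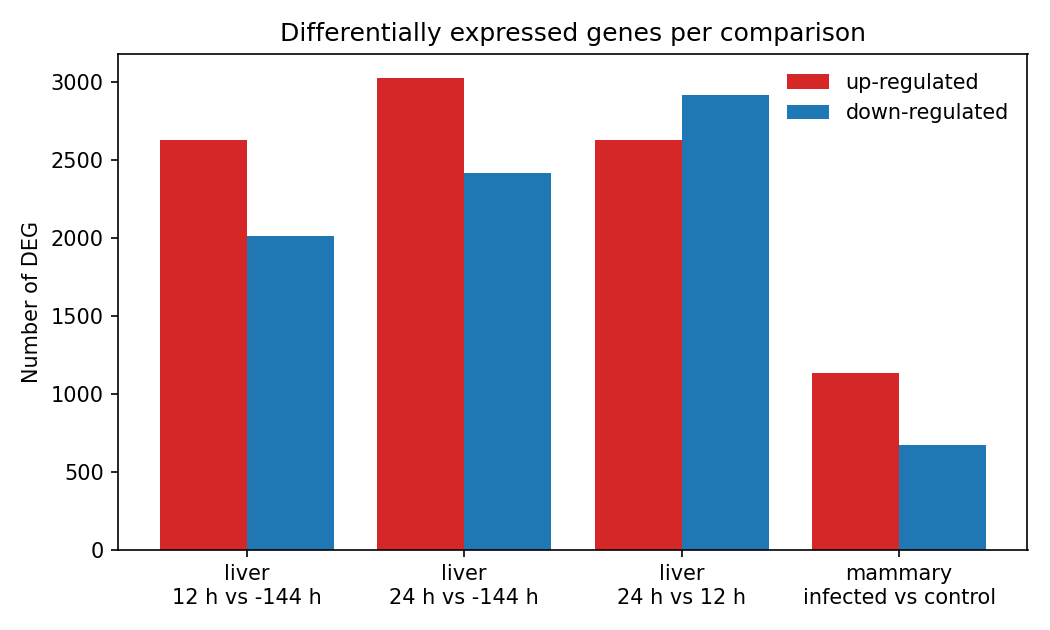
Number of differentially expressed genes (y axis) that were up-regulated (red bars) or down-regulated (blue bars) in each of the 4 comparisons (x axis), from edgeR's quasi-likelihood test. The bars of the liver comparisons reach from 2009 to 3025, and those of the mammary comparison 1132 and 670.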

### Functional Analysis of the Liver Transcriptome: Early Induction of Inflammation followed by Large Inhibition of Metabolism

#### Hepatic transcriptomic response at 12 h post-IMI

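Among the positive acute phase proteins, only FGA and SAA4 could be matched to an Ensembl gene here. FGA (ENSBTAG00000001638, chromosome 17), which encodes the fibrinogen alpha chain, had 15360 ± 3754 CPM (counts scaled by library size; SD, n = 6 cows) at -144 h and 28360 ± 9897 CPM at 12 h, a log2 fold change of 0.88 (standard error 0.26, FDR 0.0272, FDR of the time effect 2.51e-05) with 5 of 6 cows higher. SAA4 (ENSBTAG00000002963, chromosome 29), a constitutive serum amyloid A gene, rose from 95.26 ± 20.81 to 328.7 ± 126.8 CPM, a log2 fold change of 1.79 (standard error 0.23, FDR 6.2e-05, FDR of the time effect 1.84e-05) with all 6 cows higher. SAA4 belongs to a gene family whose members can share reads, so its value is uncertain to that extent. The pathways themselves were not tested, because no gene list fixed for this work had more than 40% of its members matched to a gene.

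**Figure D2:**
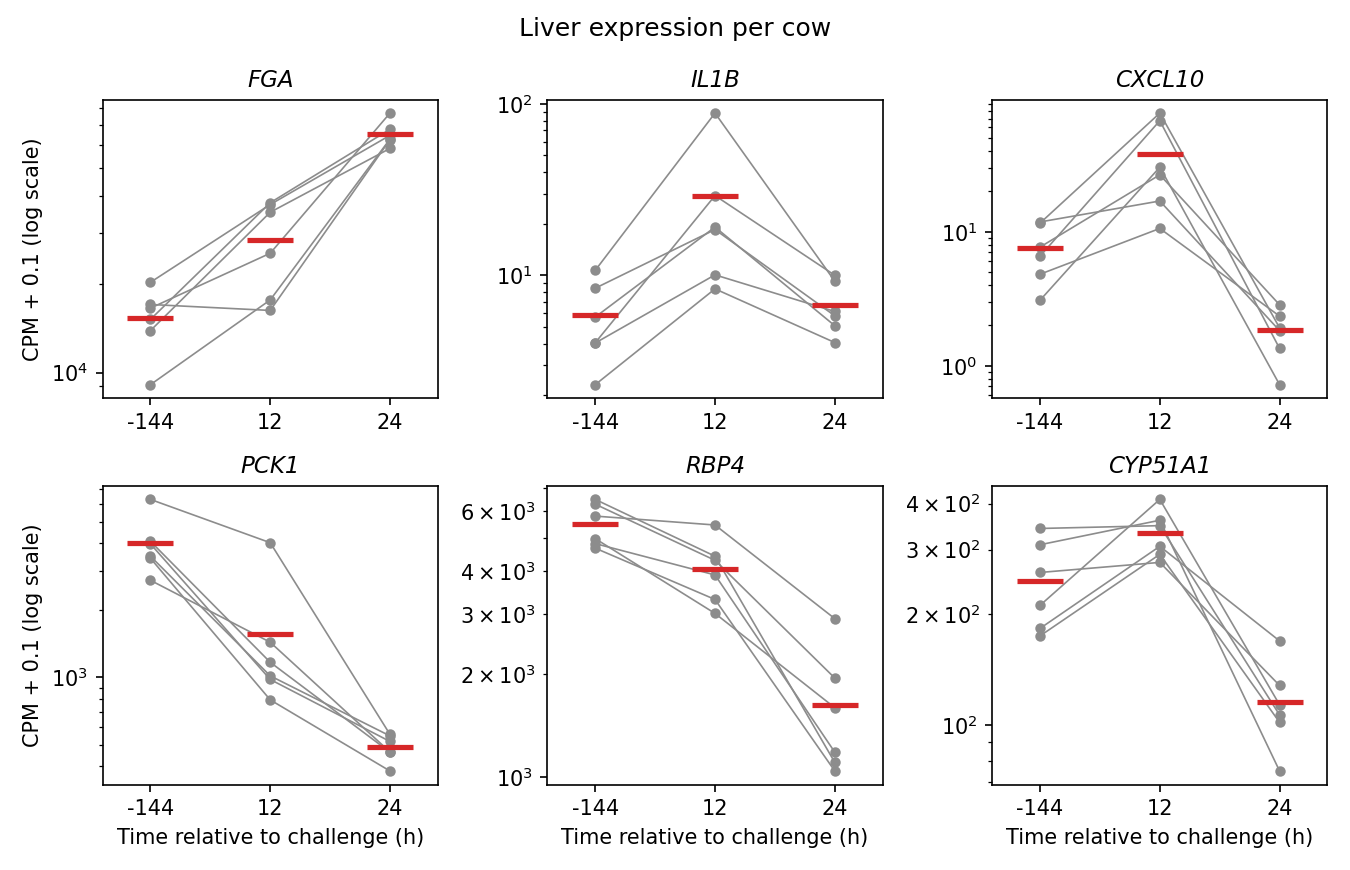
Expression of 6 genes in liver (y axis, CPM with 0.1 added, log scale) against time relative to challenge in hours (x axis). Each grey line joins the 3 libraries of 1 cow and each red bar is the mean of 6 cows; FGA was higher at 24 h than at -144 h in all 6 cows, and PCK1 and RBP4 were lower.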

Results using IPA analysis (Fig 2) revealed a large induction of pathways associated with the inflammatory response such as ‘IL-10 Signaling’, ‘IL-6 Signaling’ and ‘Acute Phase Response Signaling’ with an important role played by the hepatic stellate cells at 12 h post-IMI via an induction of ‘Hepatic Fibrosis/Hepatic Stellate Cell Activation’ pathway. With regard to DEG associated with ‘Hepatic Fibrosis/Hepatic Stellate Cell Activation’, the DEG overlapped with other inflammatory pathways such as ‘IL-10 Signaling’ and ‘IL-6 Signaling’ and genes associated with liver tissue damage were not altered at this time. Among other noteworthy pathways highly enriched and induced were ‘Glucocorticoid Receptor Signaling’ and ‘Death Receptor Signaling’. During the inflammatory response, the liver synthesizes acute phase proteins (e.g. serum amyloid A and haptoglobin) that are associated with restoring homeostasis and providing host protection from invading microorganisms *via* inhibiting growth of bacteria. The acute phase proteins are considered a negative feedback inhibitor for the immune response [6]. Synthesis of acute phase proteins are stimulated by several cytokines, including IL-6 [35], and may partly explain the enrichment of DEG associated with ‘IL-6 Signaling’. Glucocorticoids have been well documented as a natural immunosuppressor around parturition [36] and during the inflammatory response [36]. Interleukin-10 aids in controlling the pro-inflammatory response via its anti-inflammatory properties [37]. The enrichment of both ‘IL-10 Signaling’ and ‘Glucocorticoid Receptor Signaling’ may help control the pro-inflammatory response thereby reducing risk of host tissue damage during inflammation.

**Fig 2:**
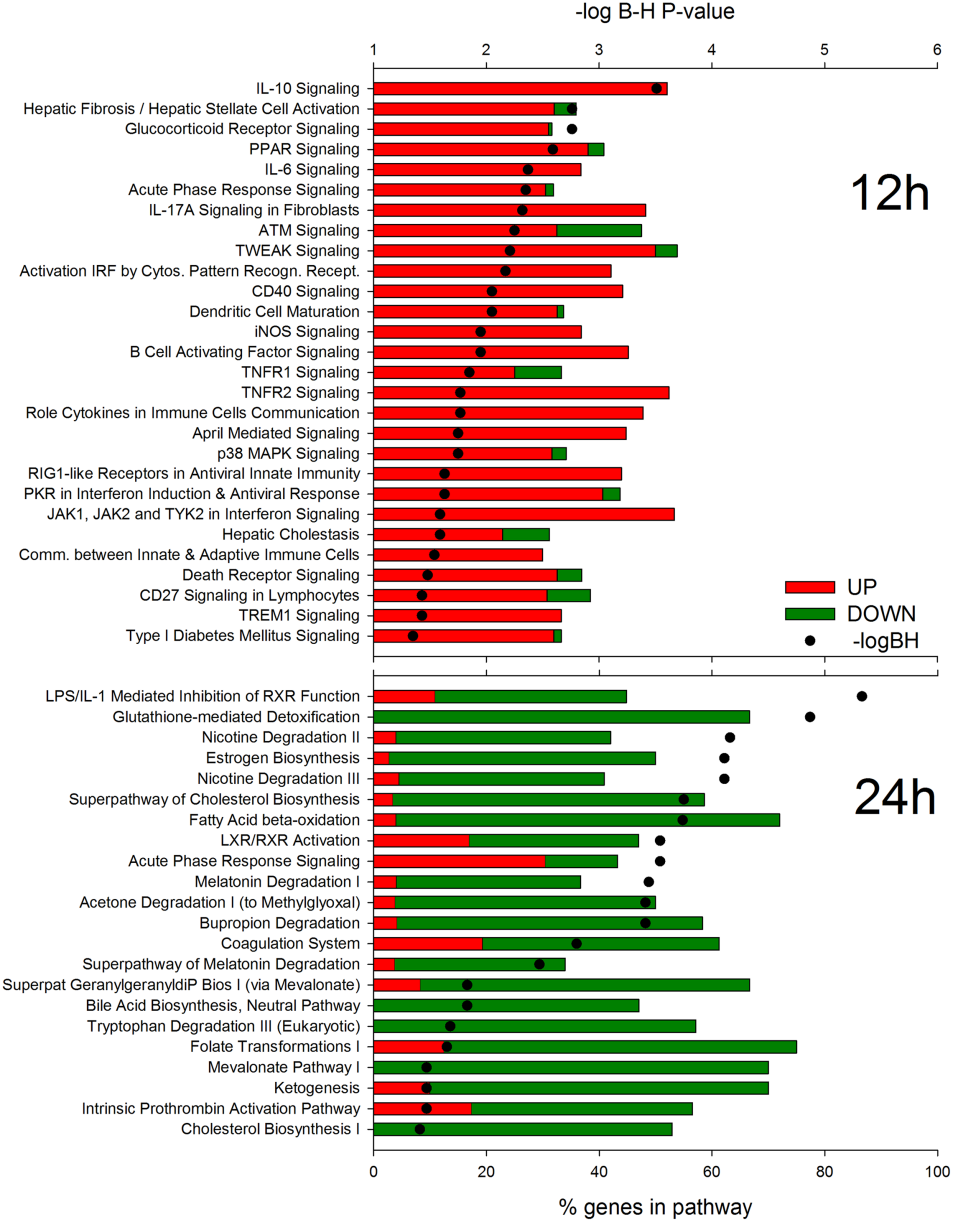
Most enriched pathways in liver at 12 and 24 h after intramammary infection (IMI) challenge with *E*. *coli*. Most enriched pathways among differentially expressed genes (DEG) in bovine liver at 12 and 24 vs. -144 h relative to IMI as uncovered by Ingenuity Pathway Analysis. Reported are the significance of enrichment (as–log_10_ of the Hochberg-Benjamini false discovery rate [-logBH; >1.3 = <0.05]), the % of DEG relative to all genes present in the pathway, and the overall fold change vs. -144 (green color in bars denote proportion of down-regulated DEG and red color in bars denote proportion of up-regulated DEG).

Among the metabolic-related pathways, the only pathway highly enriched and induced was ‘PPAR Signaling’. The Peroxisome Proliferator-activated Receptor (**PPAR**) are ligand-dependent nuclear receptors that can control a large number of functions, but particularly control lipid metabolism [38]. The increase activation of PPARα, the most abundant PPAR isotypes in liver, during the early response to IMI challenge is somewhat expected due to the anti-inflammatory role of PPAR via increased catabolism of arachidonic acid and modulation of liver acute phase response by transrepression of inflammatory transcription factors [39].

The DIA analysis (Fig 3 and S6 Fig) uncovered as the most impacted and induced pathways at 12 h post-challenge the ones associated with the ‘Immune System’ as well as metabolic-related pathways. Among immune-related pathways the ‘NOD-like receptor signaling’ and the ‘Toll-like receptor **(TLR**) signaling’ pathways were among the most impacted and induced (S6 Fig). 

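Of the Toll-like receptors, TLR5 (ENSBTAG00000000477, chromosome 16) could be matched. It had between 0 and 4 counts in each liver library at -144 and 12 h, so a change could not be detected at this depth (FDR 0.538).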

Among metabolic-related pathways, DIA indicated a high impact and induction of pathways related to amino acid metabolism (Fig 3). There was a general induction of almost all the pathways related to amino acid metabolism but the largest induction was detected for the ‘Taurine and hypotaurine metabolism’ pathway (S6 Fig). The large effect of amino acid metabolism during inflammation is likely determined by the pro-inflammatory cytokines and appears to be an important part of the inflammatory pattern in most species [40]. 

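One gene of fatty acid biosynthesis and 2 of steroid biosynthesis could be matched. MCAT (ENSBTAG00000002413, chromosome 5), which encodes the mitochondrial malonyl CoA-acyl carrier protein transacylase, had 18.65 ± 1.75 CPM at -144 h and 17.66 ± 1.84 CPM at 12 h, and its log2 fold change of -0.08 was smaller than its standard error of 0.14 (FDR 0.956). CYP51A1 (ENSBTAG00000001992, chromosome 4), a lanosterol demethylase, rose in all 6 cows from 246.7 ± 68.74 to 332.1 ± 50.2 CPM, a log2 fold change of 0.43 (standard error 0.20, FDR 0.178, FDR of the time effect 4.59e-05). Its call was lost without cow 1, 2 or 6. ACAT2 (ENSBTAG00000002827, chromosome 9) was lower in all 6 cows with a log2 fold change of -0.33 (standard error 0.20, FDR 0.347) and was not a DEG at 12 h.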

The DIA analysis uncovered a relatively high impact of IMI on lipid-related pathways with ‘Fatty acid biosynthesis’, ‘Primary bile acid biosynthesis’, and ‘Steroid biosynthesis’ pathways among the most induced (S6 Fig). The larger induction of fatty acid synthesis might be associated with the increase in triglycerides accumulation in liver during IMI, at the least as observed by using LPS in cows [41]. The summary of the pathways (Fig 3) indicated as highly impacted by the IMI also pathways related to signaling. 

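Of the chemokine genes, CXCL10 and CCL28 could be matched. CXCL10 (ENSBTAG00000001725, chromosome 6) increased in all 6 cows, from 7.49 ± 3.55 CPM (SD, n = 6) at -144 h to 38.01 ± 27.4 CPM at 12 h (log2 fold change 2.34, standard error 0.44, FDR 0.00148, FDR of the time effect 3.25e-06). CCL28 (ENSBTAG00000001557, chromosome 20) had 3 to 27 counts per library and was not a DEG (log2 fold change -0.62, standard error 0.43, FDR 0.432).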

The most induced pathways related to signaling were ‘Cytokine-cytokine receptor interaction’ and ‘Chemokine signaling’ (S6 Fig). The “Folding, sorting and degradation’ category of pathways was induced by IMI (Fig 3) especially due to an induction of the ‘Protein processing in endoplasmic reticulum’ pathway (S6 Fig) indicating an induction of synthesis of secreted proteins which may be associated with the synthesis of acute phase proteins, as supported by an induction of ‘Acute Phase Response Signaling’ in IPA (Fig 2) and by increase in acute phase proteins after IMI [13]. 

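Of 30 genes listed beforehand for protein processing in the endoplasmic reticulum, 4 could be matched, and 3 of these were up-regulated at 12 h. SDF2L1 (ENSBTAG00000000067, chromosome 17) rose from 33.49 ± 9.44 to 163.2 ± 110.9 CPM in 5 of 6 cows (log2 fold change 2.28, standard error 0.44, FDR 0.00182). PDIA6 (ENSBTAG00000001928, chromosome 11), a protein disulfide isomerase, rose from 166.0 ± 21.82 to 299.1 ± 116.2 CPM in all 6 cows (log2 fold change 0.85, standard error 0.23, FDR 0.0177). SEC61B (ENSBTAG00000002457, chromosome 8), a subunit of the translocon, rose from 60.8 ± 10.51 to 92.99 ± 28.82 CPM in all 6 cows (log2 fold change 0.61, standard error 0.22, FDR 0.0678), a call that was lost without cow 2. SSR2 (ENSBTAG00000001212, chromosome 3) was not a DEG (log2 fold change 0.21, standard error 0.16, FDR 0.526).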

Finally an induction of the apoptosis was also indicated by the DIA analysis (Fig 3 and S6 Fig). An increase in apoptosis of liver during inflammation has been observed previously in mice [42].

**Fig 3:**
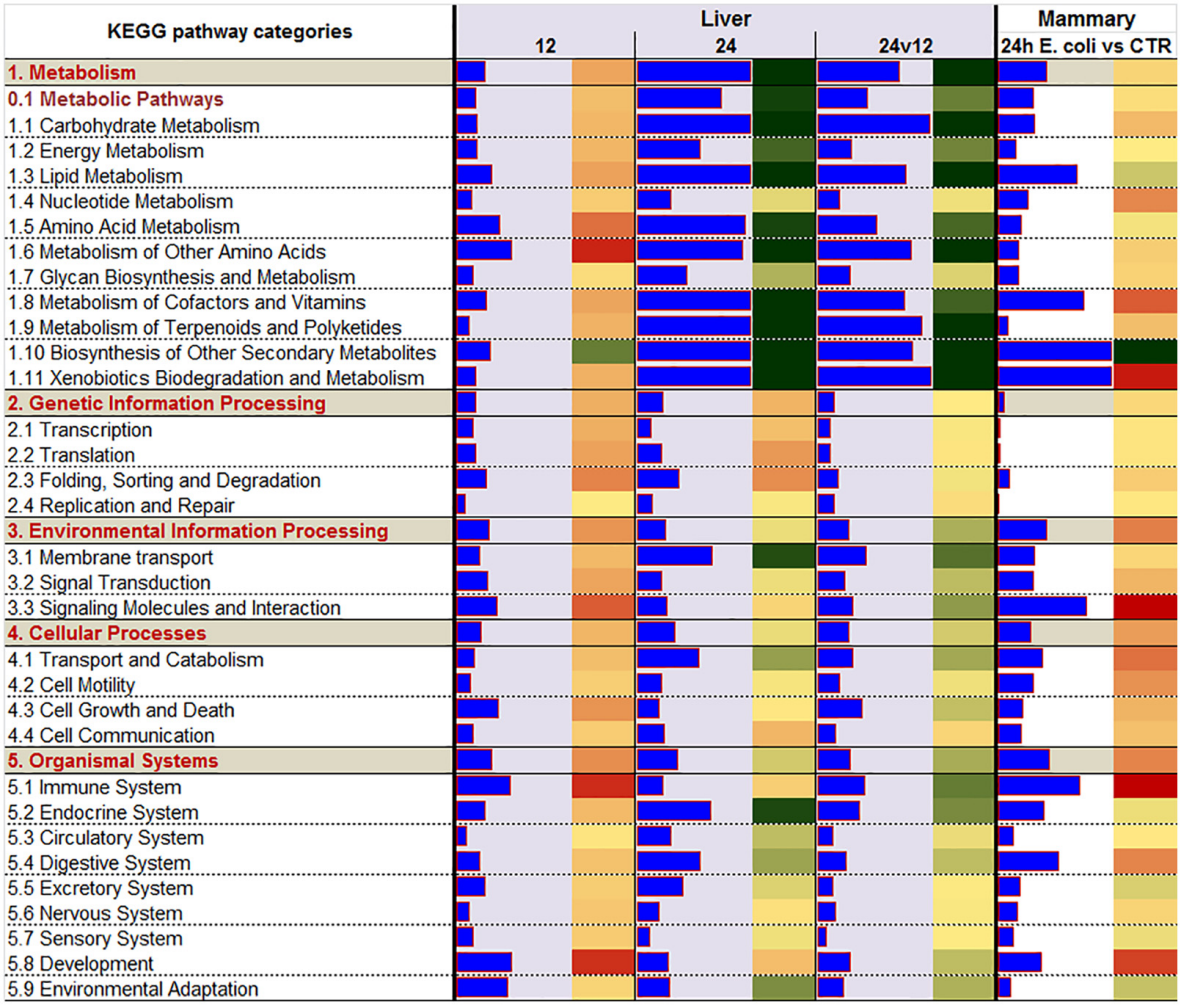
Summary of KEGG pathway results using the Dynamic Impact Approach. Impact and direction of the impact of the differentially expressed genes in bovine liver at 12 and 24 vs. -144 h relative to intramammary infection challenge with *E*. *coli* and in the infected *vs*. non-infected mammary quarters in each of the 5 main categories of KEGG pathways (in grey background and bolded-red letters) and sub-categories of pathways. Blue bars denote the impact (larger the bar, larger the impact) and the direction of the impact is denoted by the red (activated) and green (inhibited) rectangle beside each bar.

#### Hepatic transcriptomic response of liver at 24 h post-IMI

According to IPA analysis, DEG 24 h post-challenge associated with metabolism were down-regulated in liver tissue with no pathways associated with the inflammatory response significantly altered, with the exception of ‘Acute Phase Response Signaling’, which was overall induced (Fig 2). 

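At 24 h FGA reached 65350 ± 6408 CPM (SD, n = 6 cows), a log2 fold change of 2.09 (standard error 0.27, FDR 1.31e-05) from -144 h, and SAA4 reached 311.1 ± 70.22 CPM (log2 fold change 1.71, standard error 0.23, FDR 2.06e-05). Both genes were higher in all 6 cows.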

The most significantly enriched pathway at 24 h post-IMI was the ‘LPS/IL-1 Mediated Inhibition of Retinoid X Receptor (**RXR**) Function’ indicating a direct effect of the Gram-negative bacteria on inhibiting the liver metabolism through the RXR, a nuclear receptor essential for the formation of the functional heterodimer with most ligand-dependent nuclear receptors [43]. In addition, ‘Glutathione-mediated Detoxification’ is a common pathway utilized by the liver for detoxification but requires acetyl-CoA as a substrate and acetyl-CoA availability may have been low due to the inhibition of hepatic fatty acid oxidation/metabolism (Figs 2 and 3) and carbohydrate metabolism (Fig 3) during the inflammatory response.

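GSTM3 (ENSBTAG00000001842, chromosome 3), a glutathione S-transferase of the mu class, fell from 196.2 ± 14.38 to 76.71 ± 43.16 CPM at 24 h (log2 fold change -1.35, standard error 0.28, FDR 0.00132), and GSTZ1 (ENSBTAG00000002706, chromosome 10), of the zeta class, from 284.8 ± 17.36 to 157.8 ± 37.94 CPM (log2 fold change -0.85, standard error 0.17, FDR 0.000872). Both were lower in all 6 cows. The mu class genes are close copies of each other and can share reads, so the value of GSTM3 is uncertain. Of the xenobiotic enzymes, EPHX1 (ENSBTAG00000000140, chromosome 16), an epoxide hydrolase, fell from 1708 ± 299.4 to 293.5 ± 152.0 CPM (log2 fold change -2.54, standard error 0.28, FDR 2.27e-06). CYP1A1 (ENSBTAG00000001021, chromosome 21), which has a close paralog, fell from 1171 ± 262.4 to 334.0 ± 437.5 CPM (log2 fold change -1.81, standard error 0.56, FDR 0.0259), with cow 4 at 1198 CPM. Both were also lower in all 6 cows, but the call of CYP1A1 was lost when any single cow other than cow 4 was left out.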

The DIA analysis confirmed IPA results with metabolic-related pathways being the most strongly impacted and inhibited and small or no effects were detected for immune-related pathways (Fig 3). Among the most inhibited metabolic-related pathways were ‘Carbohydrate Metabolism’ (e.g., ‘Ascorbate and aldarate metabolism’, ‘Pentose and glucuronate interconversions’, ‘Glycolysis / Gluconeogenesis’, ‘Propanoate metabolism’), ‘Lipid Metabolism’ (e.g., ‘Steroid hormone biosynthesis’, ‘Primary bile acid biosynthesis’, and ‘Fatty acid metabolism’), metabolism of amino acids (e.g., ‘Valine, leucine and isoleucine degradation’, ‘Tryptophan metabolism’, ‘Glycine, serine and threonine metabolism’), metabolism of vitamins (e.g., ‘Retinol metabolism’), biosynthesis of secondary metabolites (e.g., ‘Caffeine metabolism’), and metabolism of xenobiotics (e.g., ‘Drug metabolism—cytochrome P450’) (Fig 3; S6 Fig). These results indicate that the overall metabolism in the liver was activated during early inflammation but strongly inhibited and may have been compromised in relatively later stage of inflammation. 

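PCK1 (ENSBTAG00000001936, chromosome 13), which encodes the cytosolic phosphoenolpyruvate carboxykinase of gluconeogenesis, had 3999 ± 1220 CPM (SD, n = 6 cows) at -144 h, 1570 ± 1221 CPM at 12 h and 487.4 ± 65.71 CPM at 24 h. Its log2 fold change from -144 h was -1.35 at 12 h (standard error 0.33, FDR 0.008) and -3.04 at 24 h (standard error 0.35, FDR 3.34e-06). PGK1, the other gluconeogenesis gene that could be matched, had no count in liver, and none in the control glands at 24 h either. Whether its reads were lost in mapping or counting was not tested, so a lack of expression is not shown. Of fatty acid oxidation, HADH (ENSBTAG00000002049, chromosome 6), ACAA2 (ENSBTAG00000002863, chromosome 24) and SLC25A20 (ENSBTAG00000000191, chromosome 22), the mitochondrial carnitine carrier, were lower at 24 h in all 6 cows. HADH fell from 238.1 ± 16.08 to 59.34 ± 30.4 CPM (log2 fold change -2.005, standard error 0.26, FDR 1.32e-05), ACAA2 from 873.4 ± 130.9 to 239.5 ± 119.9 CPM (log2 fold change -1.87, standard error 0.27, FDR 3.31e-05) and SLC25A20 from 143.2 ± 29.91 to 54.82 ± 12.9 CPM (log2 fold change -1.39, standard error 0.18, FDR 1.06e-05). At 12 h HADH (log2 fold change -0.18, FDR 0.847) and ACAA2 (log2 fold change -0.22, FDR 0.749) were not DEG, whereas SLC25A20 was (log2 fold change -0.42, FDR 0.12), a call lost without cow 1 or 5. Of cholesterol synthesis, CYP51A1 fell in all 6 cows to 115.7 ± 31.53 CPM at 24 h (log2 fold change -1.09, standard error 0.20, FDR 0.00044) and ACAT2 from 187.9 ± 42.11 to 118.6 ± 31.01 CPM (log2 fold change -0.66, standard error 0.20, FDR 0.022), a call lost without cow 1, 3, 5 or 6. MCAT of fatty acid biosynthesis rose in all 6 cows to 25.54 ± 5.02 CPM (log2 fold change 0.45, standard error 0.14, FDR 0.0221), a call lost without cow 2 or 6.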

The data indicated that especially inhibited at 24 h post-IMI was the ability to oxidize fatty acids, synthesize ketone bodies, produce cholesterol, performed gluconeogenesis, and metabolize carbohydrates and amino acids. Coupled with the increase in ‘Fatty acid biosynthesis’ pathway, it is likely that the liver of the cows at 24 h post-IMI had an increase in triglycerides accumulation. This is consistent with previous observations [44,45]. Furthermore, the inhibition of hepatic gluconeogenesis by inflammation has been observed in lactating dairy cows [30]. The decrease in BHBA observed in blood is explained by a combination of increased BHBA secretion in milk [15] and a down-regulation of genes associated with hepatic ketogenesis (Fig 2). 

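Of 5 genes listed beforehand for ketogenesis, only BDH1 and BDH2 could be matched, so ketogenesis itself was not assessed. BDH2 (ENSBTAG00000002526, chromosome 6), named as a 3-hydroxybutyrate dehydrogenase, fell in liver from 40.06 ± 9.98 CPM at -144 h to 16.06 ± 8.28 CPM at 24 h. Its log2 fold change was -1.32 (standard error 0.29, FDR 0.00208), and BDH2 was lower in all 6 cows. At 12 h it was not a DEG (log2 fold change -0.19, FDR 0.882). BDH1 (ENSBTAG00000000448, chromosome 1) had between 0 and 10 counts per liver library at -144 and 24 h, and a total of 1 count over the 6 libraries at -144 h, so no fold change is given. It was called a DEG, higher at 24 h in 4 of 6 cows (FDR of the time effect 0.0388), and this call was lost with DESeq2, with cow as a block and without cow 1, 2, 3 or 5. The 10 counts were those of cow 3 at 24 h, a library in which genes abundant in mammary tissue and nearly absent from the other liver libraries stood at a median of 2.46% of their mammary level, and BDH1 at 2.16%. In cows 1 and 2 at 24 h BDH1 had 5 counts each and stood at 1.03% and 1.06%, above the upper quartile of those genes in the same libraries (0.292% and 0.467%).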

An impairment of the hepatic metabolic response during inflammation is further supported by the comparison of hepatic transcriptomic expression between 24 and 12 h post-IMI challenge (Fig 3). 

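By size of change among the DEG with a symbol, a mean of at least 1 CPM and the same direction in all 6 cows, the largest decreases from 12 to 24 h were those of CXCL10 (log2 fold change -4.45), CD274 (-3.88), SLC10A1 (-3.85), LOC101909599 (-3.01) and NEURL3 (-2.95). SLC10A1 (ENSBTAG00000001881, chromosome 10) encodes a hepatic bile acid transporter. It had 661.0 ± 103.4 CPM at 12 h and 45.82 ± 62.26 CPM at 24 h (FDR 7.78e-05), and DESeq2 did not call it. With cows left out in turn, its log2 fold change from 12 to 24 h lay between -4.91 and -3.63. Among the largest increases were those of CTSL1 (6.10), PDZK1IP1 (3.95), TTC39A (2.53) and TSPAN15 (2.36). CTSL1 has close relatives among the cathepsins, so its counts are uncertain. A total of 321 genes met these conditions, 176 higher and 145 lower at 24 h. From the direction of its pathways, the paper describes a strong inhibition of hepatic metabolism at the later stage, which may have been compromised. Its statement of impaired liver metabolism also draws on the responses in blood and milk.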

The DIA results indicated that DEG associated with metabolism such as ‘Carbohydrate Metabolism’, ‘Lipid Metabolism’ and ‘Metabolism of Other Amino Acids’ were the most inhibited pathways during the inflammatory response. These results provide evidence that hepatic metabolic function is compromised during inflammation and suggest that cows experiencing mastitis may be at risk for development of subsequent metabolic diseases, especially during early lactation when risk of metabolic disease is high [46].

### Up-stream Regulators Controlling the Liver Transcriptomic Response to IMI

The IPA analysis uncovered a large number of up-stream regulators potentially controlling the transcriptomic adaptation of the liver at 12 (Fig 4) and 24 h (Fig 5) post-IMI.

**Fig 4:**
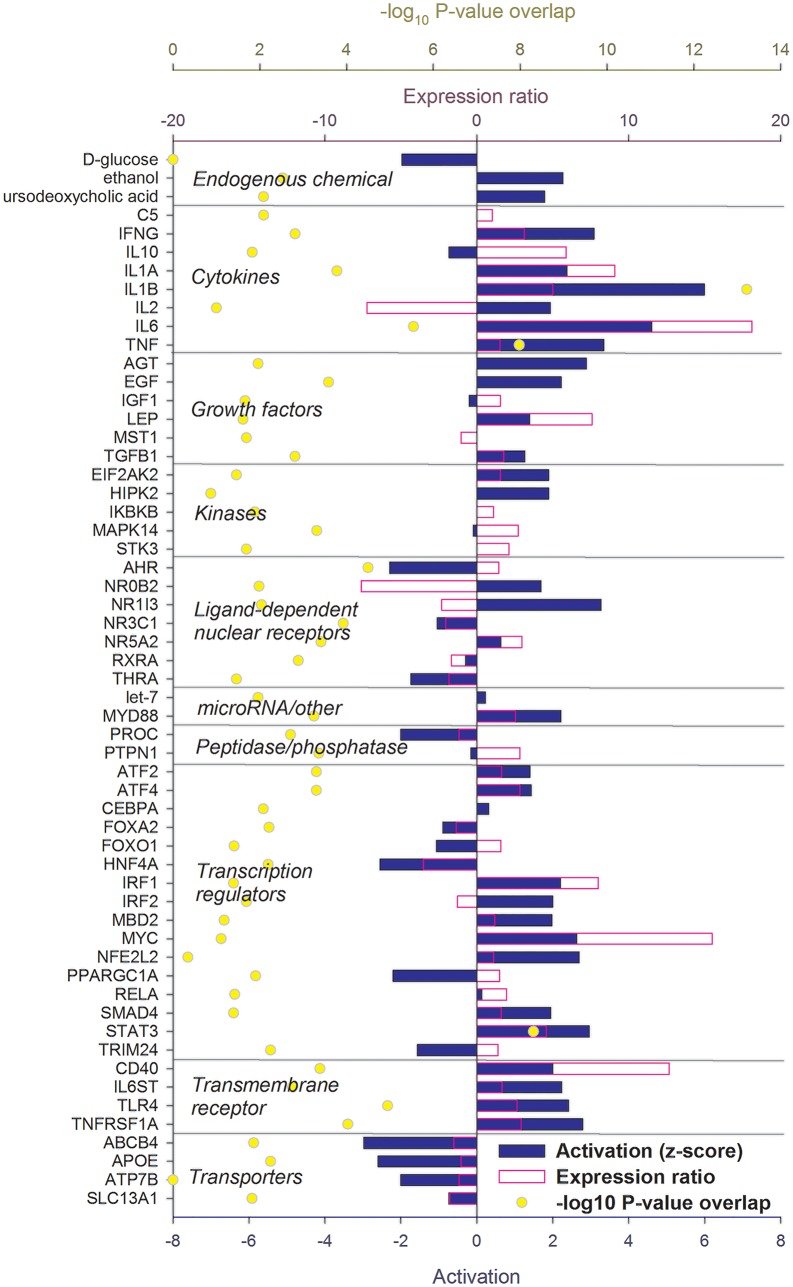
Up-stream regulators of the liver response at 12 h post-intramammary infection challenge with *E*. *coli*. Ingenuity Pathway Analysis predicts causal effects among up-stream regulators and targets (i.e., differentially expressed genes). The analysis provides the more plausible prediction of the status of the up-stream regulators (i.e. activated or inhibited) by computing an overlapping *P*-value and a Z-score. The up-stream regulators are grouped by functional categories with an activation Z-score ≥ 2 (positive = activated; negative = inhibited), significance of overlap (or enrichment; as–log_10_ of the *P*-value), and, when available and significant, the expression ratio.

**Fig 5:**
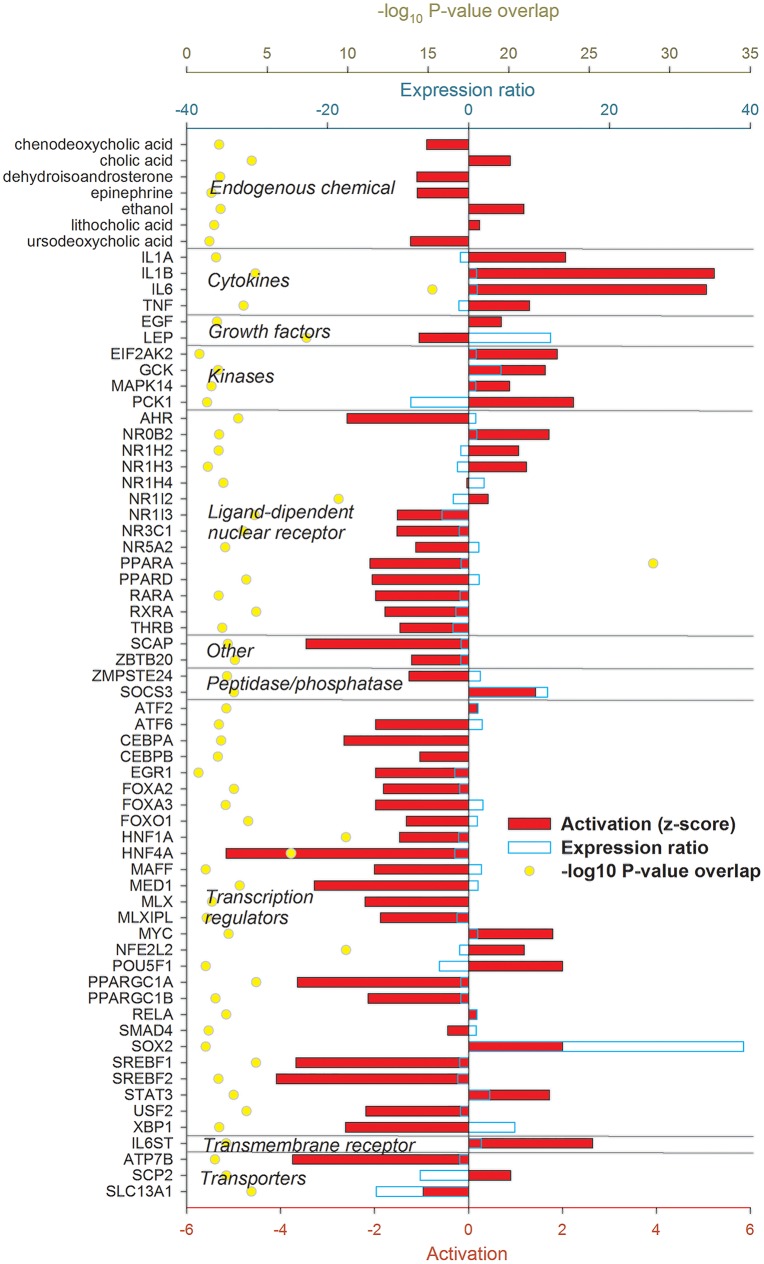
Up-stream regulators of the liver response at 24 h post-intramammary infection challenge with *E*. *coli*. Ingenuity Pathway Analysis predicts causal effects among up-stream regulators and targets (i.e. differentially expressed genes). The analysis provides the more plausible prediction of the status of the up-stream regulator (i.e. activated or inhibited) by computing an overlapping *P*-value and a Z-score. The up-stream regulators are grouped by functional categories with an activation Z-score ≥ 2 (positive = activated; negative = inhibited), significance of overlap (or enrichment; as–log_10_ of the *P*-value), and, when available and significant, the expression ratio.

#### Hepatic response 12 h post-IMI

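Of the 4 cytokine genes named, IL1B (ENSBTAG00000001321, chromosome 11) could be matched. Its mRNA in liver rose in all 6 cows, from 5.76 ± 3.14 CPM (SD, n = 6) at -144 h to 28.83 ± 30.07 CPM at 12 h (log2 fold change 2.32, standard error 0.49, FDR 0.00355, FDR of the time effect 0.000786). The large SD comes with 1 library, cow 2, at 88.29 CPM. Among other pro-inflammatory cytokines, IL18 (ENSBTAG00000000277, chromosome 15) had a log2 fold change of 0.58 (standard error 0.28, FDR 0.193) with 4 of 6 cows higher, and this call was lost with cow as a block and without cow 2, 4, 5 or 6. LTA (ENSBTAG00000000016, chromosome 23) had 3 to 25 counts per library and was not a DEG (log2 fold change 0.67, FDR 0.316), although it was called without cow 1. IL17A (ENSBTAG00000002150, chromosome 23) had no count in liver. These are mRNA levels in the liver itself, whereas the estimate of up-stream regulators in the paper is made from the target genes.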

Genes coding for pro-inflammatory cytokines such as tumor necrosis factor alpha (*TNF*), interleukin (IL) 1α (*IL1A*) and β (*IL1B*), and IL-6 (*IL6*) were estimated to play a major up-stream controlling role. Few anti-inflammatory cytokines were also uncovered to play a regulatory role, such as *IL2* and *IL10*. Several growth factors were estimated to be important up-stream regulators such as leptin (*LEP*) and epidermal growth factor (*EGF*). Among a large number of transcription regulators (**TR**), the highest activation was estimated for *IRF1* (interferon regulatory factor 1), *MYC* (v-myc avian myelocytomatosis viral oncogene homolog), *NFE2L2* (Nuclear Factor, Erythroid 2-Like 2), *STAT3* (signal transducer and activator of transcription 3), and *SMAD4* (mothers against decapentaplegic homolog 4). The analysis by IPA indicated that *HNF4A* (hepatocyte nuclear factor 4, alpha), master regulator of lipid metabolism [47], *FOXO1* (forkhead box protein O1), essential for the regulation of gluconeogenesis [48], and *PPARGC1A* (PPAR gamma, coactivator 1 alpha), the essential co-factor for the activity of PPAR, were inhibited by the IMI. Few ligand-dependent nuclear receptors (LdNR) were deemed to play a role, among these the *NR1I3* (nuclear receptor subfamily 1, group I, member 3) and *NR0B2* (nuclear receptor subfamily 0, group B, member 2) were the most activated while *AHR* (aryl hydrocarbon receptor) and *THRA* (thyroid hormone receptor, alpha) were strongly inhibited. Several transmembrane receptors involved in the immune response were strongly induced while several membrane transporters, especially the one involved in cholesterol transport (e.g., *ABCB4* and *APOE*) were inhibited (Fig 4). Inflammation is known to negatively affect cholesterol transport in monogastrics [49] and decrease as consequence of inflammation in dairy cows [50]. The decrease in cholesterol transport was also supported in our study by the overall decrease in cholesterol following IMI (S4 Fig).

#### Hepatic response 24 h post-IMI

The pro-inflammatory cytokines regulating the transcriptomics adaptation at 12 h post-IMI were still among the main up-stream regulators also at 24 h post-IMI with a relatively strong activation. 

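At 24 h hepatic IL1B was 6.62 ± 2.37 CPM, which did not differ from -144 h (log2 fold change 0.20, standard error 0.48, FDR 1), and it was lower than at 12 h in all 6 cows (log2 fold change -2.12, standard error 0.49, FDR 0.00393). IL18 was lower at 24 h than at -144 h (log2 fold change -0.68, standard error 0.28, FDR 0.105), a call lost without cow 2, 3, 4 or 6, and lower than at 12 h (log2 fold change -1.26, standard error 0.28, FDR 0.00314). LTA did not differ between 24 and -144 h (log2 fold change -0.25, FDR 0.897).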

Among growth factors, *EGF* remained activated but *LEP* was inhibited at 24 h post-IMI. A large number of LdNR and TR were uncovered to play a major regulatory role by IPA. With few exceptions, all the LdNR and the TR were inhibited at 24 h post-IMI. Among these, *AHR*, *PPARA* (PPARα), *PPARD* (PPARβ/δ), *RARA* (retinoic acid receptor α) and *RXRA* (RXRα) were the most inhibited LdNR while *HNF4A*, *MED1* (mediator complex subunit 1), *PPARGC1A*, and the two SREBP (sterol regulatory element-binding protein) isoforms (i.e. *SREBF1* and *SREBF2*) were the most inhibited LR **(**Fig 5). Noteworthy is also the estimated inhibition of SCAP (SREBF cleavage activating protein), *MLX*, and *XBP1* (X-box binding protein 1). Most of the LdNR inhibited by the IMI at 24 h are involved in lipid and glucose metabolism [51,52].

Overall, the data indicated a large role of cytokines and TF in the transcriptomic regulation in the early phase of IMI but a very large importance of LdNR and TR in the transcriptomic adaptation of the liver at 24 h post-IMI, especially in controlling hepatic lipid and glucose metabolism.

### Transcription Network Controlling the Transcriptomic Adaptation in Liver after IMI

The analysis of the transcriptional network among the up-stream regulators deemed to have played a major role in the transcriptomics adaptation of the liver to IMI (Figs 4 and 5), uncovered a relative small number of TF with potential large cross-talk capabilities (Figs 6 and 7). At 12 h post-IMI, the network analysis revealed a tight network among several predicted activated TR such as *MYC*, *STAT3* and *IRF1*, and several predicted inhibited LdNR and TR, such as *NR1I3*, *AHR*, *HNF4A* and *PPARGC1A* (Fig 6). The *STAT3* was predicted to be activated by a plethora of cytokines and growth factors with *IRF1* activated by IL1-β (Fig 6). This prediction is indicative of *STAT3* being a central hub in the response to liver inflammation with the activation of *MYC*, *NR1I3*, and *NFE2L2* at 12 h post-IMI mainly due to the activation of STAT3 by cytokines. However, the network also indicated that the inhibited LdNR and TR had a negative regulatory role toward several of the pro-inflammatory TR (Fig 6). Thus, the activation of the networks toward a pro-inflammatory response could have been initially be driven by cytokines mainly through STAT3 but then the inhibition of several TR and LdNR had reduced the inhibitory role, amplifying the pro-inflammatory response. The importance of the TR and LdNR of the network is highlighted also by their significant association with several pathways and functions with an important role in the early response to inflammation, such as ‘Glucocorticoid Receptor Signaling’, ‘Acute Phase Response Signaling’, ‘Regeneration of Liver’, ‘Inflammation of Liver’, ‘Proliferation of Lymphocytes’ and ‘Synthesis of Fatty Acid’.

**Fig 6:**
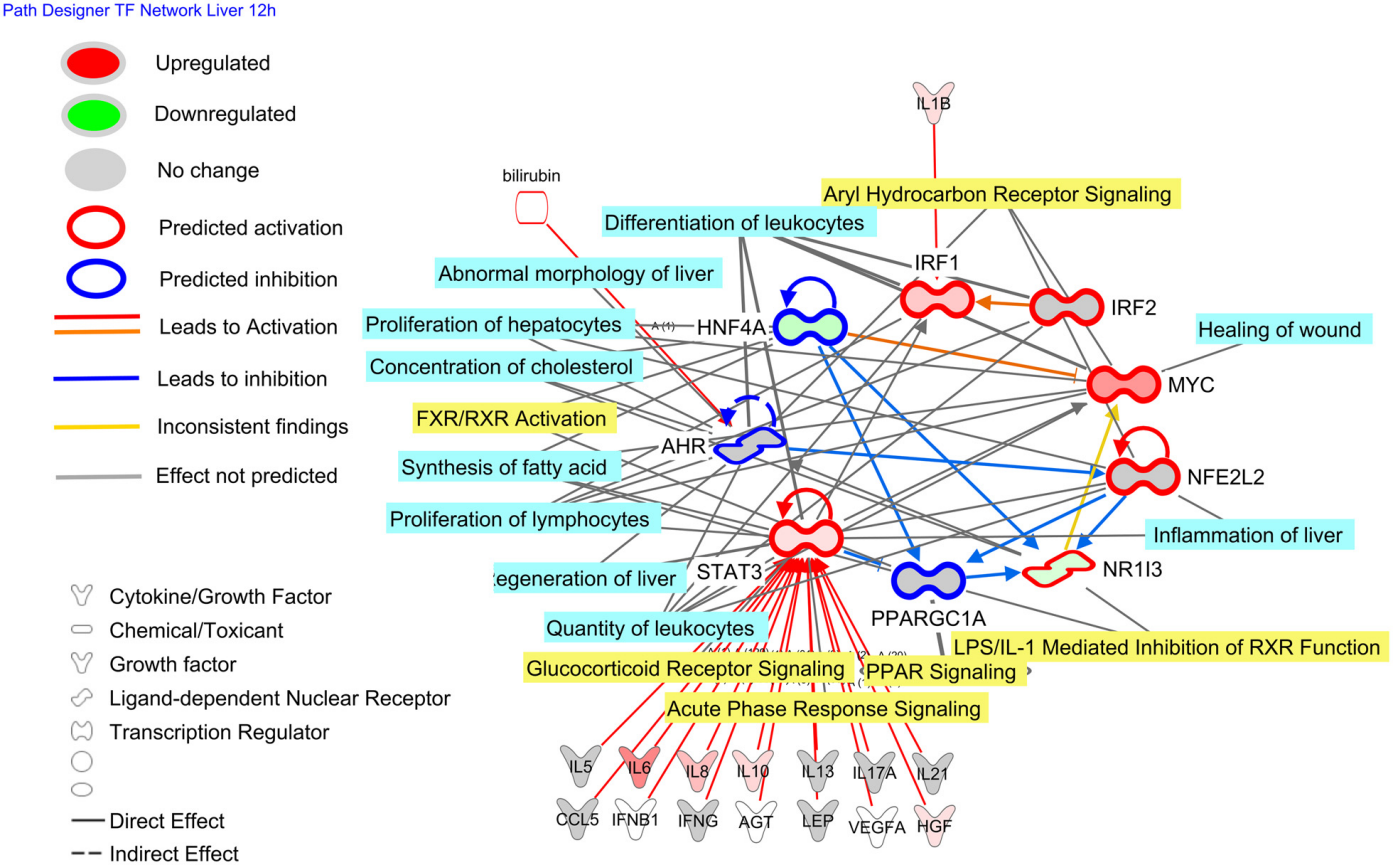
Transcriptional factor network of the liver response at 12 h post-intramammary infection challenge with *E*. *coli*. Reported is the cross-talk among the transcription factors (**TF**) in bovine liver uncovered to be either activated or inhibited by Ingenuity Pathway Analysis (**IPA**; from Fig 3). The potential up-stream endogenous chemicals, growth factors, and cytokines affecting the activation or inhibition of the TF are estimated by IPA. The TF network included all the TF and ligand-dependent nuclear receptors. The network allows visualizing the interaction among TF, the overall estimated activation or inhibition, the up- or down-regulation, the up-stream activators or inhibitors, and the enriched functions (light blue shade) or pathways (yellow shade) with the larger number of differentially expressed genes.

**Fig 7:**
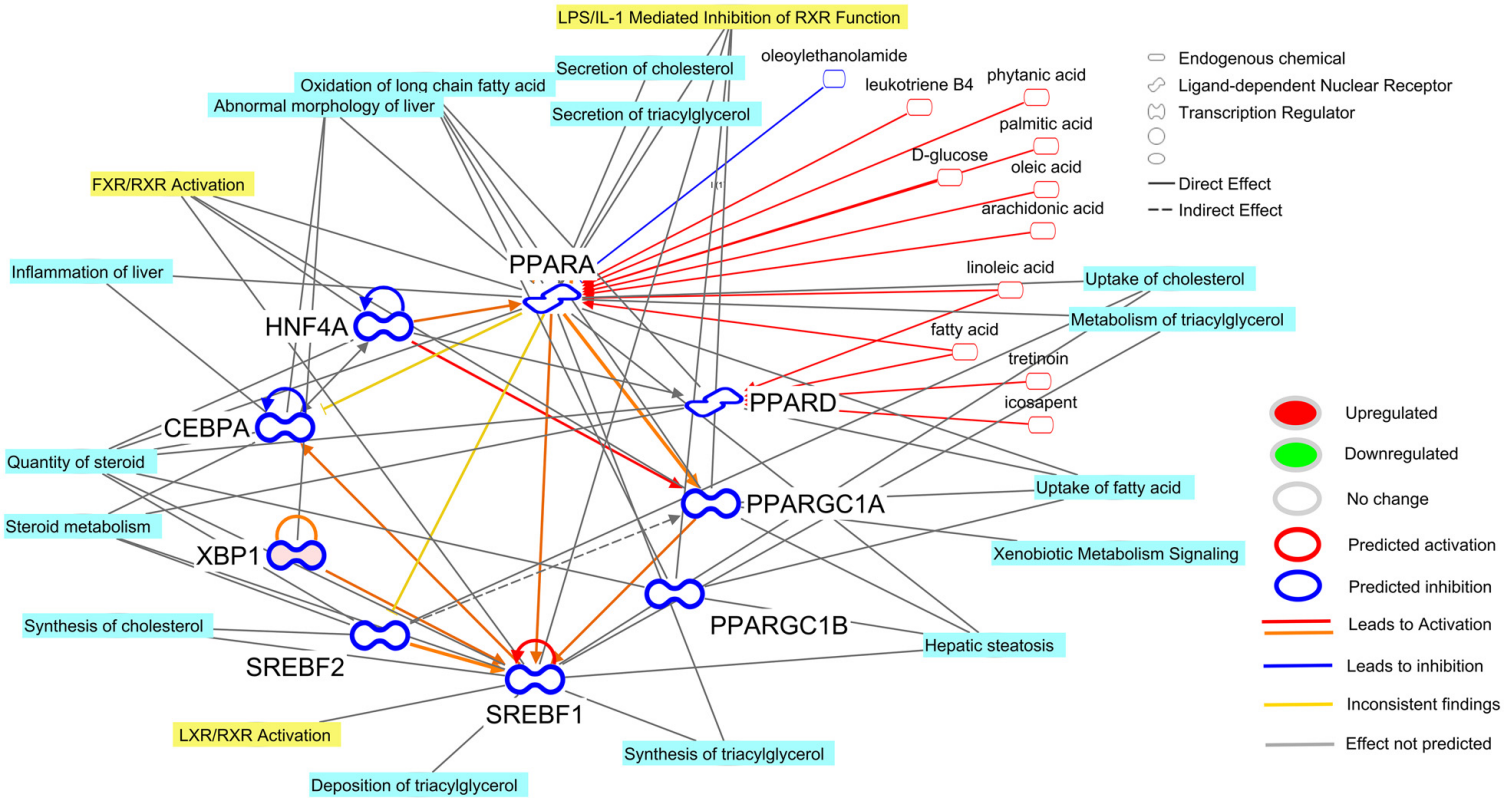
Transcriptional factor network of the liver response at 24 h post-intramammary infection challenge with *E*. *coli*. Reported is the cross-talk among the transcription factors (TF) in bovine liver uncovered to be either activated or inhibited by Ingenuity Pathway Analysis (IPA). Using IPA database, it revealed the potential up-stream endogenous chemicals, growth factors, and cytokines affecting the activation or inhibition of the TF. The TF network included all the transcription factors and ligand-dependent nuclear receptors. The network allows visualizing the interaction among TF, the overall estimated activation or inhibition, the up- or down-regulation, the up-stream activators or inhibitors, and the enriched functions (light blue shade) or pathways (yellow shade) with the larger number of differentially expressed genes.

At 24 h post-IMI, the transcription network was composed exclusively by metabolic-associated LdNR and TF including *PPARA*, *PPARD*, SREBP isoforms, and *HNF4A* (Fig 7). Among these TF the PPAR are known to be highly regulated by endogenous or dietary compounds, such as fatty acids, leukotriene B4, and glucose [38]. However, according to the predicted up-stream regulators analysis, the importance of endogenous chemicals is not as large as cytokines (Fig 5). It is known that several of the LdNR and especially PPAR isotypes are inhibited indirectly by cytokines [53] which, however, was not predicted to have played a prominent role at 24 or 12 h post-IMI. The transcriptional network at 24 h post-IMI (Fig 7) was significantly associated with lipid-related metabolism, including oxidation of fatty acids and synthesis of cholesterol and triglycerides which were all deemed to be inhibited at 24 h post-IMI. The above results are indicative of a prominent role of metabolic-related LR and LdNR on the coordination of the metabolic shut down of the liver at 24 h post-IMI.

### Functional Analysis of Mammary Transcriptome: Large Induction of Inflammatory Signaling and Reduced Milk Fat Synthesis

Differentially expressed genes up-regulated in mammary tissue 24 h post-IMI challenge were associated with the inflammatory response and down-regulated DEG were associated with lipid metabolism. 

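Among the mammary DEG with a symbol, a mean of at least 1 CPM and the same direction in all 6 cows (171 genes, 102 up- and 69 down-regulated), the largest increases were those of TGM3 (log2 fold change 8.31, FDR 3.32e-05), EMR3 (7.07), DMXL2 (6.68), LOC781146 (5.79) and TRPV3 (5.17). TRPV3 was not a DEG with DESeq2 or without cow 2, and its infected libraries averaged 3.45 ± 6.79 CPM. TGM3 (ENSBTAG00000001785, chromosome 13), an epidermal transglutaminase, rose from 1.24 ± 1.05 to 401.4 ± 233.7 CPM. The largest decreases were those of FBN3 (-4.13), GLT8D2 (-4.05), MROH2B (-3.75), CLSPN (-2.93) and SLC34A2 (-2.42), whose call was lost without cow 1 or 5. Of the genes listed beforehand for milk fat synthesis, INSIG1 (ENSBTAG00000001592, chromosome 4) fell in all 6 cows from 853.4 ± 636.0 to 183.0 ± 114.5 CPM (log2 fold change -2.22, standard error 0.56, FDR 0.0241), a call lost without cow 1, 5 or 6. From the functions of the DEG in each direction, the paper describes inflammation and a lower lipid metabolism in the infected gland.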

The DIA analysis (Fig 3) revealed that the most impacted pathways primarily activated in mammary tissue 24 h post-IMI challenge were associated with the ‘Immune System’, ‘Signaling Molecules and Interaction’ (i.e., ‘Jak-STAT signaling pathway’), and ‘Xenobiotics Biodegradation and Metabolism’. Only two categories of pathways were predicted to be primarily inhibited in mammary tissue after IMI challenge, i.e. the ‘Biosynthesis of Other Secondary Metabolites’ and ‘Lipid metabolism’. Surprisingly, no pathways or functions relating to the utilization of BHBA in the mammary transcriptome were observed and is partly supported by the down-regulation in expression of 3-hydroxybutyrate dehydrogenase isoforms (*File S1*), genes coding for a key proteins for the utilization of 3-hydroxybutyrate. 

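In mammary tissue BDH2 fell from 25.27 ± 9.55 CPM (SD, n = 6) in the control glands to 10.12 ± 4.18 CPM in the infected glands (log2 fold change -1.32, standard error 0.34, FDR 0.0266). It was lower in all 6 cows, but the call was lost without cow 1, 3, 4 or 5. BDH1 fell from 19.77 ± 17.0 to 7.24 ± 4.06 CPM and was also lower in all 6 cows, but its FDR of 0.166 (log2 fold change -1.45, standard error 0.58) did not pass the threshold. With cow as a block, and with DESeq2, BDH1 was called.

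**Figure D3:**
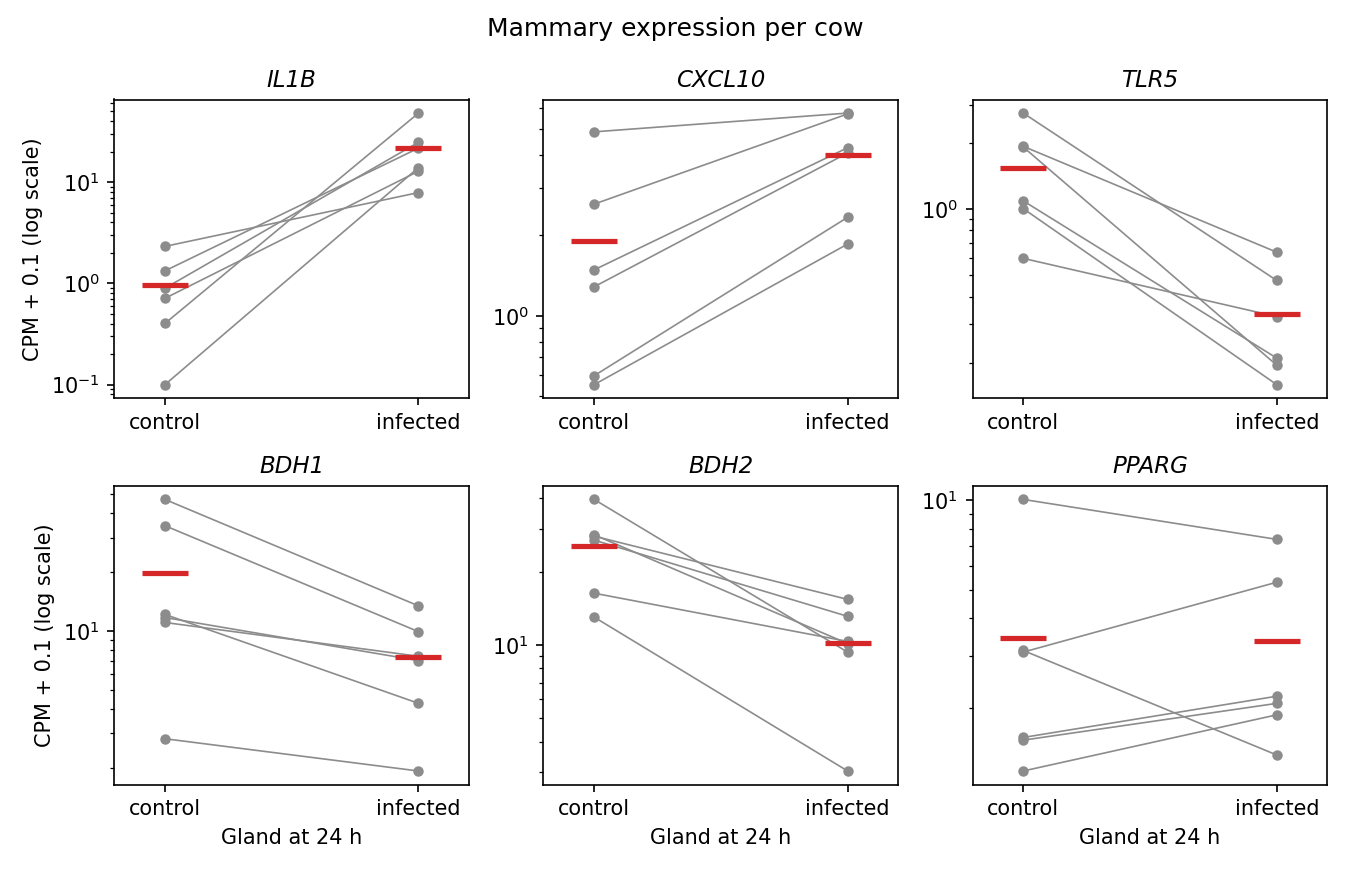
Expression of 6 genes in mammary tissue (y axis, CPM with 0.1 added, log scale) in the control and the infected gland at 24 h post-challenge (x axis). Each grey line joins the 2 glands of 1 cow and each red bar is the mean of 6 cows; BDH1 and BDH2 were lower in the infected gland in all 6 cows, and PPARG was lower in 2.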

Increased transfer of BHBA from circulation to the mammary gland partly explains the decrease in blood BHBA relative to increases in milk BHBA observed in this study [15]. The mammary transcriptome data indicate little or no utilization of BHBA by mammary tissue. The role, if any, of BHBA in milk during IMI is unclear and warrants further investigation. The importance of lipid metabolism was highlighted by ‘Fatty acid biosynthesis’ and ‘Glycerolipid metabolism’ being among the top impacted and inhibited pathways (S6 Fig). 

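In mammary tissue, MCAT was the only gene listed beforehand for fatty acid biosynthesis that could be matched, and it did not differ between the glands (26.41 ± 7.12 CPM in the control and 23.22 ± 5.82 CPM in the infected glands, log2 fold change -0.19, standard error 0.21, FDR 0.791).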

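In mammary tissue, CXCL10 was higher in the infected gland in all 6 cows (1.80 ± 1.64 CPM in the control and 3.90 ± 1.63 CPM in the infected glands), with a log2 fold change of 1.09 (standard error 0.52) and an FDR of 0.276, so that it was not a DEG. With cow as a block it passed the threshold. CCL28 did not differ (log2 fold change -0.11, standard error 0.22, FDR 1). TLR5 was lower in all 6 cows, at 1.45 ± 0.79 CPM in the control and 0.23 ± 0.19 CPM in the infected glands (log2 fold change -2.52, standard error 0.56, FDR 0.0124), with 1 to 48 counts per library, and its call was lost without cow 5.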

Among the many immune-related pathways that were highly impacted and activated, the ‘Chemokine signaling pathway’ and the ‘NOD-like receptor signaling’ were the most important (Fig 3 and S6 Fig).

The results from the IPA analysis (Fig 8) supported DIA results. All the most enriched pathways were associated with the activation of the inflammatory response such as adhesion and diapedesis of leukocytes, ‘Interferon Signaling’, IL-10 and IL-6 Signaling, and ‘Acute Phase Response Signaling’. The ‘LXR/RXR Activation’ was the only metabolic-related pathway significantly enriched (Fig 8). Despite having the majority of DEG associated with these pathways up-regulated by IMI, several of the DEG were strongly down-regulated and are known to be associated with milk fat synthesis. Among these are *LPL* (lipoprotein lipase), *FASN* (fatty acid synthase), *SREBF1*, and *ACACA* (acetyl-CoA carboxylase alpha) (S5 Fig). 

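PPARG (ENSBTAG00000001333, chromosome 22) had 3.34 ± 3.34 CPM (SD, n = 6 cows) in the control glands and 3.27 ± 2.41 CPM in the infected glands, with 4 cows higher and 2 lower (log2 fold change -0.03, standard error 0.56, FDR 1). The sign of this small change turned under some alternatives, and with cows left out in turn it stayed within 1 standard error of 0. The gene NR1H3 is not analysed here.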

No down-regulation of *PPARG* (PPARγ) or *NR1H3* (LXR) were detected (S5 Fig) despite the fact that milk fat synthesis was substantially reduced post-IMI [15]. Previous data with IMI using *Streptococcus uberis* were indicative of PPARγ being important in the observed reduction of milk fat synthesis [54]. These data with other evidences allowed proposing a role of PPARγ in the control of milk fat synthesis in the bovine mammary gland [38]. The data from the present paper only partly support a role of PPAR and LXR being important in the decreased milk fat synthesis due to *E*. *coli* IMI, mostly inferred by the decrease in expression of target genes; however, none of the bioinformatics analysis results were indicative of these two LdNR being crucial in the *E*. *coli* IMI response.

**Fig 8:**
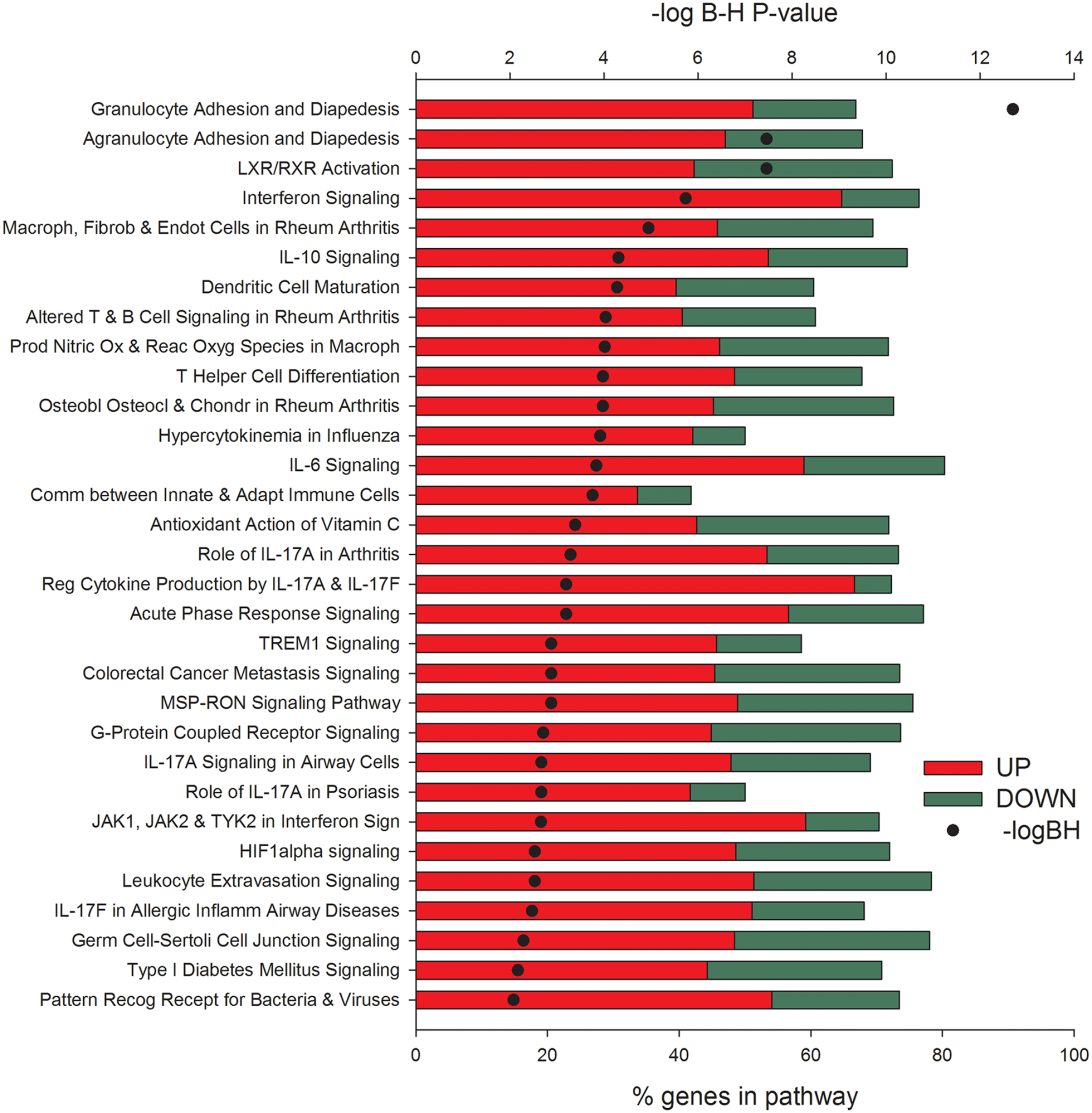
Most enriched pathways in infected vs. non-infected mammary quarters at 24 h after intramammary infection challenge with *E*. *coli*. Reported are the significance of enrichment (as–log_10_ of the Hochberg-Benjamini false discovery rate [-logBH; >1.3 = <0.05]), the % of differentially expressed genes relative to all genes present in the pathway, and the overall expression ratio of infected vs. non-infected (green bars denote down-regulation and red bars up-regulation) uncovered by Ingenuity Pathway Analysis.

Overall, the results from DIA and IPA clearly are indicative of a marked activation of pathways and functions associated with the immune response and inhibition of pathways associated with lipid synthesis in mammary tissue 24 h post-IMI challenge with *E*. *coli*. The analysis of up-stream regulators (Fig 9) revealed a primary role of a large number of cytokines, growth factors, and TR, with almost all predicted to be highly activated in the coordination of the transcriptomic adaptation to IMI by the mammary tissue. Among the up-stream regulators, the largest predicted activation was uncovered for *INFG* (interferon gamma) and *TNFA* among DEG coding for cytokines, whereas *EGF*, *NRG1* (neuregulin 1; that can bind EGF receptor), and *VEGF* (vascular endothelial growth factor) among the growth factors, *RELA* (v-rel avian reticuloendotheliosis viral oncogene homolog A) and *NFKB1* (nuclear factor of kappa light polypeptide gene enhancer in B-cells) were among the TR most highly activated in mammary tissue at 24 h post-IMI. The data depict a large importance of TR involved in inflammation and immune response with an interesting induction of epithelial proliferation (i.e., *EGF*) [55] and vasculogenesis (i.e., *VEGF*). Several transmembrane receptors were predicted to be highly activated, among these prevailed several of the TLR which are involved in the inflammatory response (Fig 9). Contrary to the liver, where no miRNA (microRNA) were predicted to be up-stream regulators, the mammary tissue response resulted in a relatively large number of miRNA inhibited with miR16-5p be the most inhibited (Fig 9). Interestingly, when compared with the actual data (S5 Fig), none of the predicted down-regulated miRNA by IPA were actually affected by the IMI. Up to 11 miRNA were significantly affected by the IMI (FDR<0.001) with 9 of them up-regulated and 2 down-regulated (miR30F and miR33b). Among the up-regulated miRNA, the miR23A was induced >420-fold in mammary 24 h post-IMI (S5 Fig). The up-regulation of miR23A can be associated with the activation of TLR, especially TLR2 [56]. Whether the miRNA expression observed serves as a feedback signal altering the mammary transcriptome is unclear.

**Fig 9:**
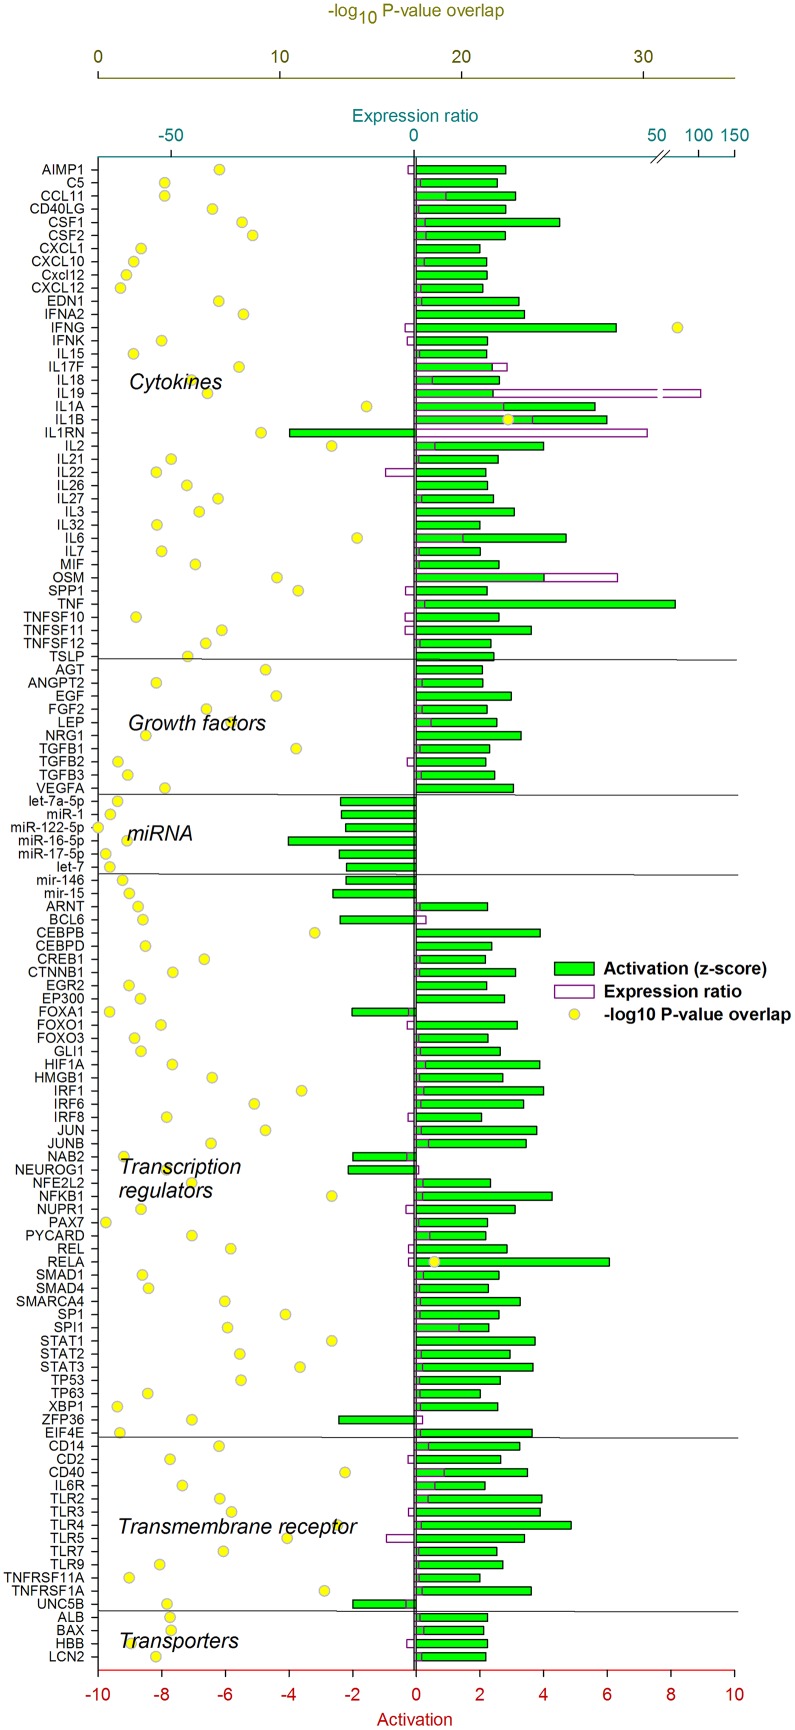
Up-stream regulators of the mammary response at 24 h after intramammary infection challenge with *E*. *coli*. Ingenuity Pathway Analysis predicts causal effects among up-stream regulators and targets (i.e. differentially expressed genes; DEG). The analysis provides the more plausible prediction of the status of the up-stream regulator (i.e. activated or inhibited) by computing an overlapping *P*-value and a Z-score. The up-stream regulators are grouped by functional categories with an activation Z-score (positive = activated; negative = inhibited), significance of overlap (or enrichment; as–log_10_ of the *P*-value), and, when available and significant, the expression ratio.

The transcription regulation network controlling the transcriptomic adaptation of the mammary tissue 24 h post-IMI was very large (Fig 10). Most of the TR were deemed to be activated and associated with inflammatory response under the control of a plethora of cytokines. The TR in the network were highly associated with the acute phase response and activity and proliferation of leukocytes. The TR of the network were also estimated to be associated with synthesis of lipid and metabolism of proteins (Fig 10).

**Fig 10:**
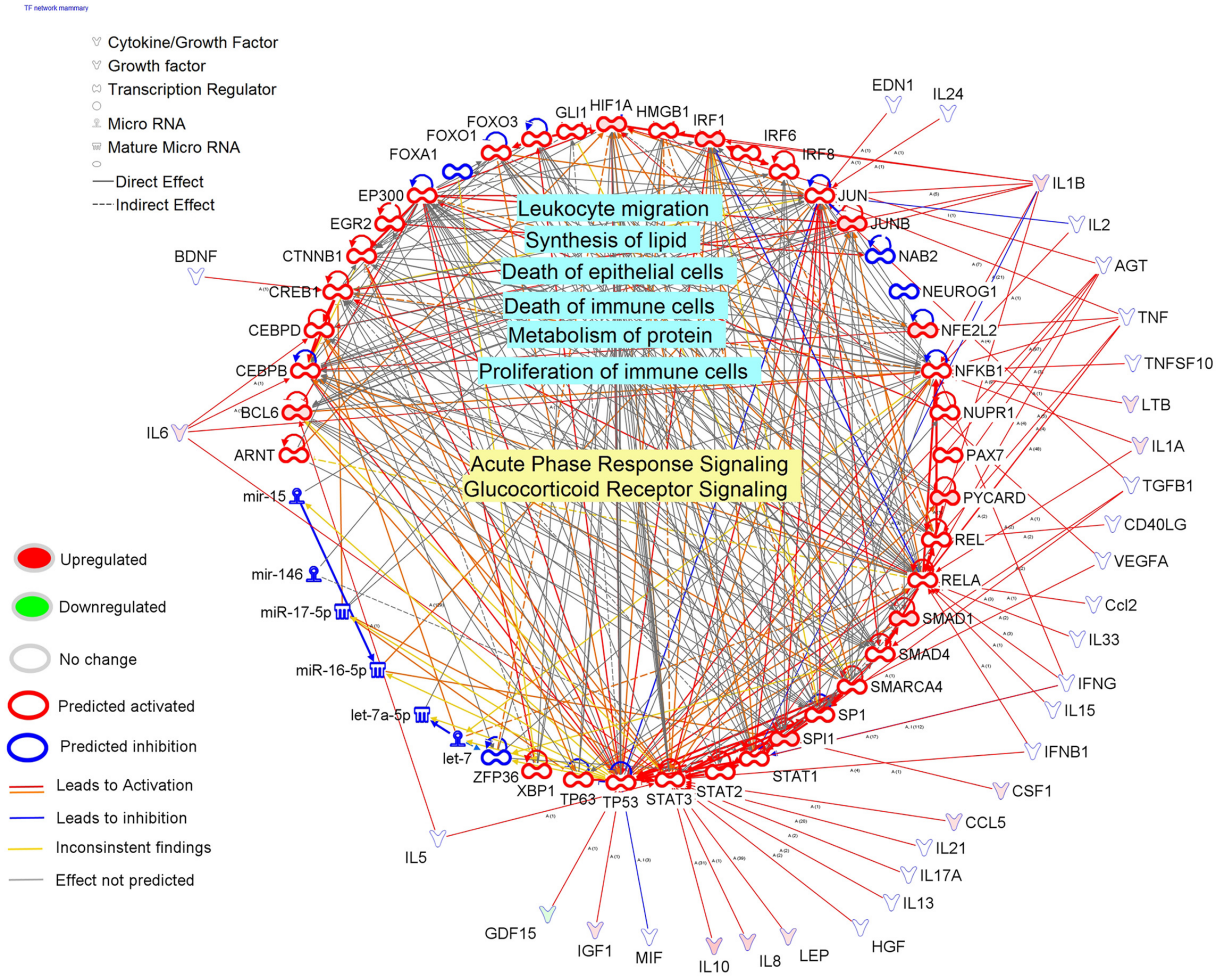
Transcriptional factor network of the mammary tissue response at 24 h after intramammary infection challenge with *E*. *coli*. Reported is the cross-talk among the transcription factors (TF) in bovine mammary tissue uncovered to be either activated or inhibited by Ingenuity Pathway Analysis (IPA). The IPA database uncovered the potential up-stream endogenous chemicals, growth factors, and cytokines affecting the activation or inhibition of the TF. The TF network included all the transcription factors and ligand-dependent nuclear receptors. The network allows visualizing the interaction among TF, the overall estimated activation or inhibition, the up- or down-regulation, the up-stream activators or inhibitors, and the enriched functions (light blue shade) or pathways (yellow shade) with the larger number of differentially expressed genes.

Overall the data are indicative of a large inflammatory response of the mammary at 24 h post-IMI with little or no effect on metabolism, with the exception perhaps of some negative effects on milk fat synthesis supporting the decrease in milk fat synthesis observed [15]. The adaptation of mammary tissue was highly coordinated by cytokines that appeared to have driven the inflammatory signaling network of the mammary.

Both RNAseq reported here and microarray analyses in liver [7,17] and mammary tissue [13] resulted in similar conclusions. In mammary tissue, an up-regulation of DEG associated with the inflammatory response and a down-regulation of DEG associated with lipid metabolism were observed in both studies. In liver, DEG associated with the inflammatory response were up-regulated during the early inflammatory response (i.e. 12 h post-IMI challenge) whereas DEG associated with metabolism were down-regulated during peak inflammatory response (i.e. 24 h post-IMI challenge). Results indicate that during the early response of mastitis an increase in both pro-and anti-inflammatory factors may help control inflammation while minimizing damage to liver tissue. In addition, results suggest an increase in the synthesis of acute phase proteins in response to pro-inflammatory cytokines (e.g. IL-1β, IL-6 and TNF-α) released primarily from resident macrophages and mammary epithelial cells during mastitis. During peak inflammatory response (i.e. 24 h post-IMI challenge), hepatic tissue shifts from an inflammatory state to a reduction in the liver’s ability to metabolize nutrients, especially energy and protein metabolism.

### Cross-talk Between Liver and Mammary Inferred by the Transcriptomic Analysis

In Fig 11 is shown the cross-talk between liver and mammary tissue as inferred by the DEG with an expression ≥2-fold at 24 h post-IMI challenge with *E*. *coli*. The use of a more stringent criteria identified approximately 2,300 DEG in liver at 24 h post-IMI compared to -144 h and 1,800 DEG in mammary tissue in the IMI vs. control (51.6% and 76.8% of the DEG compared to the functional analysis reported above).

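With the cross-talk rule of the paper (P < 0.001 for the comparison and at least 2-fold in either direction, besides FDR < 0.05), the quasi-likelihood fit gave 1881 DEG in liver at 24 h vs. -144 h, 775 up- and 1106 down-regulated, and 983 DEG in mammary tissue, 684 up- and 299 down-regulated.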

**Fig 11:**
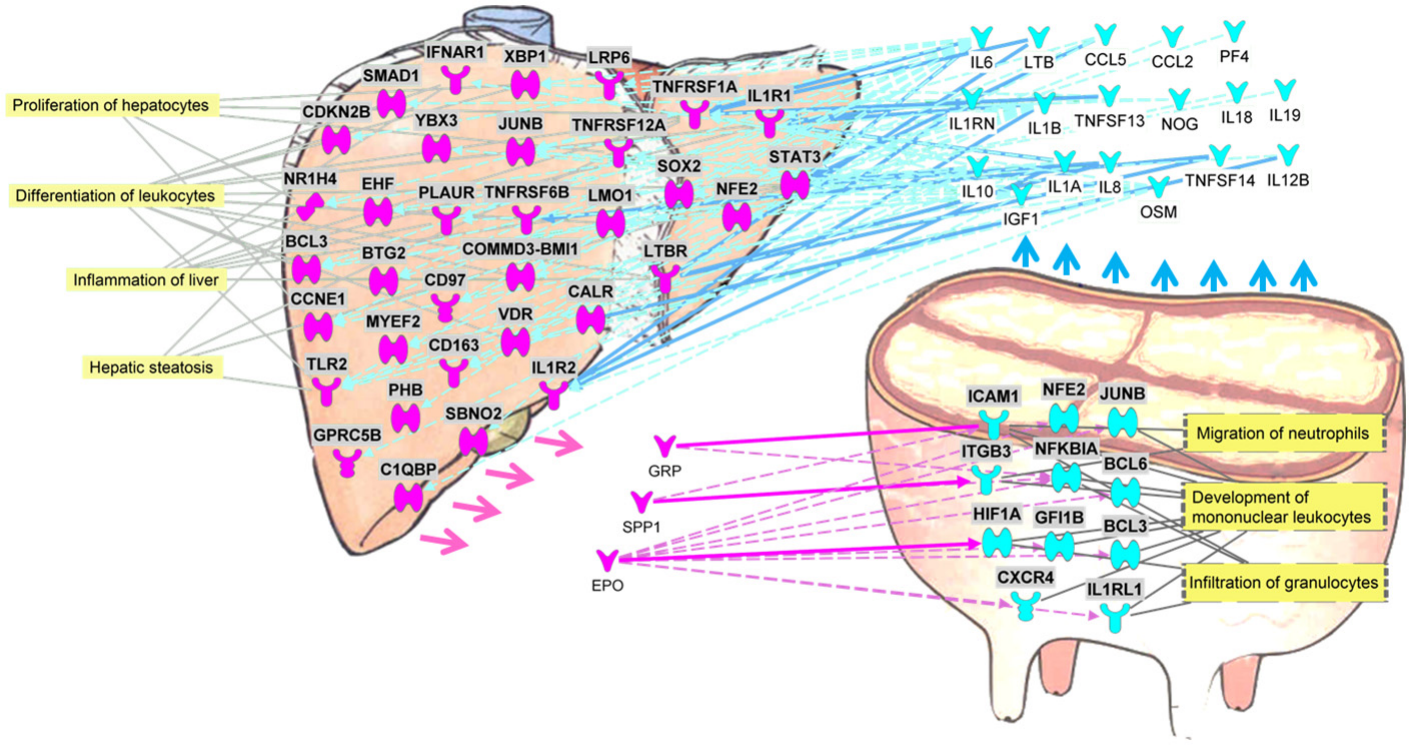
Potential cross-talk between liver and mammary at 24 h after intramammary infection challenge with *E*. *coli*. Purple objects for liver and blue for mammary denote genes with expression ≥2-fold at 24 h after intramammary infection challenge with *E*. *coli*. Differentially expressed genes that code for proteins that are either released (→) by the tissue as cytokines and growth factors (drawn outside the organs) or function as receptor (drawn inside the organ). Solid ➞ denote direct and dashed ⇢ denote indirect activation of receptors in one organ by cytokines or growth factors with a potential increased release from the other organ. In yellow shade are most enriched functions of the affected receptors.

The analysis revealed substantial cross-talk between the two tissues with a communication almost unidirectional, i.e. mammary to liver. 

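In mammary tissue IL1B was 0.86 ± 0.79 CPM (SD, n = 6) in the control glands and 21.38 ± 14.35 CPM in the infected glands, and it was higher in all 6 cows (log2 fold change 4.59, standard error 0.63, FDR 0.000425). IL18 was also higher in all 6 cows (1.62 ± 1.09 and 6.20 ± 2.56 CPM, log2 fold change 1.91, standard error 0.47, FDR 0.0208), a call lost without cow 1, 3 or 5. LTA did not differ between the glands (log2 fold change 0.00, standard error 0.47, FDR 1). IL17A had at most 4 counts in a library of the infected glands and none in the control glands, too few for a fold change to be given.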

The IPA analysis predicted that the mammary tissue primarily had a large increase in secreted inflammatory cytokines, e.g. IL-10, IL-6 and IL-1β, that interacted with liver receptors highly expressed during IMI, i.e. *TLR2*, *IL1R1*, *TNFRSF1A*, *STAT3*, and *BCL3* (B-cell CLL/lymphoma 3) with a consequent increase in hepatic proliferation and regeneration and the inflammatory response (primarily acute phase protein response; Fig 2).

The IPA analysis identified 3 up-regulated DEG in liver at 24 h post-IMI, *GRP* (gastrin-releasing peptide), *SPP1* (secreted phosphoprotein 1; osteopontin), and *EPO* (erythropoietin), that encode for signaling proteins that may potentially interact with receptors involved in the migration of neutrophils, development of mononuclear leukocytes and infiltration of granulocytes in mammary tissue (Fig 11).

The gastrin-releasing peptide was originally classified as a neurotransmitter [57] and more recently has been associated with the endocrine response primarily as a regulatory peptide in the cow reproductive tract [58]. The protein encoded by *SPP1*, i.e. osteopontin, is expressed mainly in the bone and kidney and is involved in the attachment of osteoclasts to the mineralized bone matrix. Osteopontin also acts as a cytokine that regulates the immune-mediated disease response [59]. The SPP1 protein has been associated with inflammation, metabolic diseases, fatty liver, and liver fibrogenesis in human [60,61]. The up-regulation of *SPP1* at 24 h post-IMI challenge in the liver may have played a role in the impairment of hepatic metabolic function during inflammation as well as maintenance of the inflammatory response in the mammary tissue.

## Summary and Conclusions

Fig 12 shows the overall project summary and conclusions. 

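By size of change among the 315 liver DEG at 12 h with a symbol, a mean of at least 1 CPM and the same direction in all 6 cows (154 higher and 161 lower), the largest increases were those of STEAP4 (log2 fold change 5.65, FDR 4.74e-05), HOPX (4.37), TGM3 (4.05), TNC (3.91) and CD274 (3.85), and the largest decreases those of ZSWIM3 (-3.35), OCLN (-2.40), HDHD3 (-2.07), MAB21L3 (-1.92) and ZNF2 (-1.90). STEAP4 (ENSBTAG00000002340, chromosome 4), a metalloreductase, rose from 15.25 ± 6.30 to 766.8 ± 636.2 CPM. The sizes depend on which cows enter. With cows left out in turn, ZSWIM3 was -5.19 to -2.98, OCLN -3.165 to -2.115 and MAB21L3 -2.57 to -1.715. TGM3 was 3.32 to 4.30 and TNC 3.16 to 4.10.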

Our data indicated that the liver had strong transcriptomic response at 12 h post-IMI characterized by a large inflammatory-type activity primarily via the acute phase response with minimal changes observed regarding metabolism and clearance. 

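Among the 458 liver DEG at 24 h that met the same conditions of symbol, level and direction, 250 were higher and 208 lower than at -144 h. The largest increases were those of CTSL1 (log2 fold change 7.53), ATP6V1C2 (5.28), HOPX (5.27), STEAP4 (4.51) and MT1E (4.05), and the largest decreases those of SLC10A1 (-4.50), DHH (-4.16), ADCY10 (-3.71), LOC101909599 (-3.67) and HAO2 (-3.48). HAO2 (ENSBTAG00000000123, chromosome 3), a hydroxyacid oxidase of the peroxisome, fell from 527.6 ± 99.45 to 47.29 ± 48.93 CPM (FDR 4.36e-05). SLC10A1 fell from 1039 ± 96.34 CPM at -144 h, and DESeq2 did not call it. With cows left out in turn, its log2 fold change lay between -5.64 and -4.29. MT1E belongs to the metallothionein family, whose members can share reads.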

At 24 h post-IMI, the transcriptomic data indicated that the liver substantially decreased the overall metabolism, but in particular lipid metabolism. This impaired metabolic response of liver at the transcription level where a down regulation of DEG associated with hepatic gluconeogenesis and ketogenesis was observed that partly explains changes in metabolites observed in blood. The analysis indicated that the transcriptomic response of the liver was mainly influenced by cytokines and growth factors but with a substantial role of ligand-dependent nuclear receptor (i.e. *PPAR*) at 24 h post-IMI. A relatively small core of such TF appeared to have a strong interaction and had a large weight regulating the hepatic response at 24 h post-IMI (e.g. PPAR isotypes and related co-activators, HNF4A, SREBP isoforms, CEBP [CCAAT/enhancer-binding protein alpha isoform d], and XBP1). Coupling the metabolic response in blood and milk with transcriptomic responses in liver, our results indicate impaired liver metabolism during later stages of inflammation.

**Fig 12:**
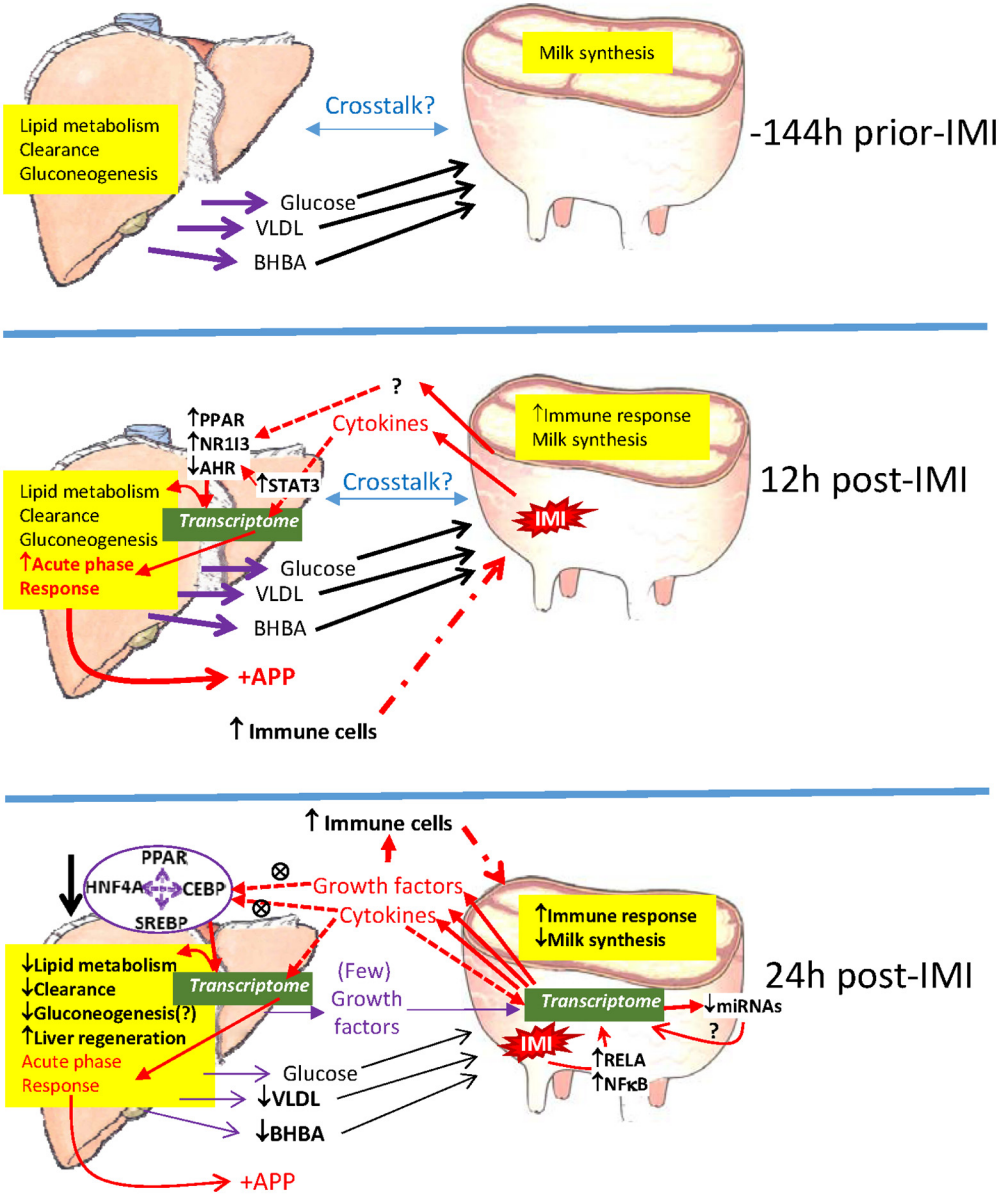
Model summarizing main findings. Based on known physiology of the dairy cows we assumed that before intramammary infection (-144) the liver was performing its usual physiological functions, such as clearance/detoxification and producing and releasing in the bloodstream glucose, VLDL, and BHBA through gluconeogenesis and lipid metabolism. The compounds released by the liver are taken up by the mammary gland to synthesize milk. Cross-talk between the two organs is plausible. In the early response to intramammary infection (i.e. 12 h), our data indicated a strong inflammatory response of the liver with increased synthesis of positive acute phase proteins (see also S4 Fig) with no effects on metabolism. The data indicated that the acute phase response was mainly driven by STAT3 with PPAR and NR1I3 apparently the more activated and AHR the more inhibited ligand-dependent transcription factors. The effect on the liver is likely derived by the pro-inflammatory cytokines released by the infected mammary quarter during the first phases of IMI. At 24h post-IMI, the cytokines and growth factors released by the mammary tissue during IMI decreased the overall metabolism of the liver, especially acting through a relatively small network of transcription factors related to metabolism. As consequence the liver may have experienced a reduce lipid and glucose metabolism and momentarily impairment of clearance or detoxification. This is also supported by the significant decrease in expression of negative acute phase proteins at this time (S4 Fig). The data indicated also an induction of liver regeneration, possibly driven by growth factors released by the infected mammary quarter. Our data indicated a very little communication form the liver to the mammary tissue which was still experiencing a large inflammatory response mainly driven by the cytokine- factors NFKB and RELA. It is also possible that observed change in expression of miRNA may have played a role in maintaining the inflammatory status in the mammary tissue. Our analyses revealed substantial cross-talk between the two tissues with a communication almost unidirectional, i.e. mammary to liver, via various cytokines and growth factors altered during inflammation. The mammary tissue appears to have synthesized positive acute phase proteins but did not experience a reduction of negative acute phase proteins (S4 Fig). By 24 h post-IMI, milk synthesis decreased in the infected mammary gland, primarily milk fat synthesis. AHR = aryl hydrocarbon receptor; APP = acute phase proteins; BHBA = beta hydroxybutyrate; CEBP = CCAAT/enhancer-binding protein alpha isoform d; HNF4A = hepatocyte nuclear factor 4, alpha; IMI = intramammary infection; NFKB = nuclear factor of kappa light polypeptide gene enhancer in B-cells; NR1I3 = nuclear receptor subfamily 1, group I, member 3; PPAR = peroxisome proliferator-activated receptors; RELA = v-rel avian reticuloendotheliosis viral oncogene homolog A; SREBP = sterol regulatory element-binding protein; STAT3 = signal transducer and activator of transcription 3; VLDL = very low density lipoproteins.

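Of the negative acute phase proteins, RBP4, AHSG and APOA1 could be matched, and all were lower in liver in all 6 cows at 24 h compared with -144 h. RBP4 (ENSBTAG00000000442, chromosome 26), the plasma retinol binding protein, fell from 5508 ± 786.2 to 1632 ± 715.0 CPM (log2 fold change -1.75, standard error 0.25, FDR 3.02e-05) and AHSG (ENSBTAG00000000522, chromosome 1), fetuin-A, from 4023 ± 697.7 to 1098 ± 548.8 CPM (log2 fold change -1.87, standard error 0.26, FDR 2.76e-05). APOA1 (ENSBTAG00000002258, chromosome 15) fell from 1090 ± 508.0 to 479.2 ± 248.6 CPM (log2 fold change -1.19, standard error 0.38, FDR 0.0311), but the FDR of its time effect was 0.0596, so that it was not a DEG. The likelihood ratio test, DESeq2, the filter on low counts, the block on cow, and the fits without cow 4 or 5 called it. At 12 h RBP4 (log2 fold change -0.44, FDR 0.284), APOA1 (-0.41, FDR 0.593) and AHSG (-0.17, FDR 0.888) were not DEG, although RBP4 and APOA1 were lower in all 6 cows and both were called with cow as a block, RBP4 also without cow 4.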

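In mammary tissue SAA4 was higher in the infected gland in all 6 cows (0.33 ± 0.41 CPM in the control and 3.40 ± 3.95 CPM in the infected glands, log2 fold change 3.34, standard error 0.94, FDR 0.0422), a call lost without any 1 of cows 1, 2, 4, 5 and 6. FGA did not differ (log2 fold change -0.13, standard error 0.89, FDR 1), and its sign turned with cow as a block. RBP4 was higher in the infected gland in all 6 cows but was not a DEG (log2 fold change 0.99, standard error 0.32, FDR 0.0848), and the likelihood ratio test, DESeq2 and the block on cow called it. AHSG (log2 fold change 1.04, standard error 0.74, FDR 0.524) and APOA1 (log2 fold change -0.57, standard error 0.52, FDR 0.679) were not DEG, and AHSG was called with cow as a block. Genes abundant in liver and nearly absent from mammary tissue were also counted in these libraries, so that expression in the gland is not established for FGA, RBP4 and AHSG. In the infected glands RBP4 stood at 0.122% to 0.322% of its liver level and AHSG at 0.0462% to 0.405%, and these shares lay within the middle 50% of those of the other such genes in 4 of 6 libraries for RBP4, above it in 2, and in 5 of 6 for AHSG, below it in 1. FGA lay within it in 1 of 6 and below it in 5, and SAA4 lay above it in 6 of 6.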

The transcriptome analysis of the mammary tissue at 24 h post-IMI indicated a large immune response of the tissue with very little effect on metabolism, except a likely inhibition of lipid synthesis. Contrary to the liver, the transcriptomic adaptation of the mammary tissue appeared to be driven by a large network of up-stream regulators, with a large sensitivity to cytokines. The inflammatory transcriptomic response of the mammary tissue is supported by the inflammatory response observed in milk where dramatic increase in inflammatory mediators was observed after IMI with *E*. *coli*.

The analysis of cross-talk uncovered a large communication from the mammary to the liver to coordinate the inflammatory response with very few factors potentially released by the liver to control the response of the mammary tissue during IMI. Our data also indicate that the mammary tissue did not directly influence the decreased metabolism of the liver at 24 h post-IMI but, likely, indirectly impacted hepatic metabolism via stimulation of the hepatic inflammatory response.

A summary of the most relevant findings in the present experiment are reported in Fig 12. In conclusion, our data revealed a different response of the liver and mammary tissue during IMI, with a similar overall inflammatory-like response of the mammary tissue in the quarter treated with IMI vs. the control quarter at 24 h post-treatment and liver at 12 h vs. -144 h post-IMI with also a large increase in expression of positive acute phase proteins related genes (S4 Fig). Despite this, the metabolism of the mammary tissue was not significantly affected. As a result, the mammary tissue did not experience the “shutdown” of specific functions, i.e. metabolism and clearance, as observed in the liver, at 24 h post-IMI. The momentarily impairment of metabolism and clearance capability of the liver as consequence of the IMI might be partly explained by the shift in partitioning of nutrients towards the immune response. Due to the pivotal role played by the liver in controlling overall nutritional economy, metabolism, clearance from xenobiotics, and the immune response, our findings of a transcriptionally driven decline of critical functions in the liver provide further evidence of the negative consequence on overall performance of dairy cows affected by mastitis. The IMI response appeared to be highly coordinated by the potential increase in signaling between the two tissues with a strong regulatory role of the mammary tissue toward the liver via signaling molecules. Overall, the data revealed a previously unknown cross-talk between mammary and liver coordinating the response to IMI.

## Supporting Information

S1 Fig Concentrations of alkaline phosphatase (A), N-acetyl-β-D-glucosaminidase (NAGase; B) and lactate dehydrogenase (LDH; C) in milk from cows (n = 16) after intramammary challenge during early lactation. *Differences (*P* < 0.05) when compared to h = 0.
(DOCX) Click here for additional data file.

S2 Fig Changes in daily feed intake (A) and milk yield (B) from cows (n = 16) after intramammary challenge during early lactation. *Differences (*P* < 0.05) when compared to h = 0.
(DOCX) Click here for additional data file.

S3 Fig Plasma concentrations of non-esterified fatty acids (NEFA; A), beta-hydroxybutyrate (BHBA; B), glucose (C) and cholesterol (D) from cows (n = 16) after intramammary challenge during early lactation. *Differences (*P* < 0.05) when compared to h = 0.
(DOCX) Click here for additional data file.

S4 Fig Expression of genes coding for selected pro-inflammatory cytokines and positive and negative acute phase proteins (data as also reported in S5 Fig). (JPG) Click here for additional data file.

S5 Fig Complete dataset with false discovery rate (FDR) for the overall time or treatment effect, expression ratio, and *P*-value between comparisons. (XLSX) Click here for additional data file.

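S5 Fig lists, for each Ensembl gene, an FDR for the overall effect and, for each comparison, an expression ratio and a P-value. In the 1997 rows held here, its ratios on the log2 scale had a median absolute difference of 0.00047 from the fold changes computed from the deposited counts at 12 vs. -144 h, and of 0.00079 in mammary tissue. Its liver P-value columns hold the value 1 exactly for 522 genes at 12 vs. -144 h, 510 at 24 vs. -144 h and 477 at 24 vs. 12 h, of which 204, 208 and 188 have a ratio more than 0.05 from 0 on the log2 scale. For 1455, 1467 and 1508 genes with a P-value below 1, the median absolute difference on the log10 scale from the likelihood ratio test on the deposited counts was 0.56, 0.54 and 0.5 before and 0.13, 0.16 and 0.13 after Benjamini-Hochberg adjustment over genes. For the mammary comparison the same differences were 0.21 before and 0.38 after adjustment, and no gene with a P-value of 1 had such a ratio. The liver columns thus lay nearer to adjusted P-values, and the mammary column nearer to unadjusted ones. The paper states that it did not correct the single liver comparisons. Its numbers of liver DEG and those given here by the unadjusted rule may therefore rest on P-values of different kinds.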

S6 Fig Dynamic Impact Approach of the KEGG pathways analysis for both liver and mammary tissue. Presented are the summary of the categories of pathways, the details of each pathway, and sorted in descending order of impact in each comparison.
(XLSX) Click here for additional data file.

S7 Fig Results of the pathway and function analysis of Ingenuity Pathways Analysis for both liver and mammary tissue. (XLSX) Click here for additional data file.

S8 Fig Complete results of the predicted up-stream regulators by Ingenuity Pathway Analysis for both liver and mammary tissue. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

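RNA of 6 cows was sequenced in 6 conditions, which gave 36 libraries: liver at -144 h and at 12 and 24 h post-challenge (18 libraries), and mammary tissue of the infected and the control gland at 24 h and of the control gland at 192 h (18 libraries). The authors aligned the 100 bp read pairs of each library to UMD3.1 with Rsubread, counted them on 24616 bovine Ensembl genes with featureCounts at its default settings and deposited the counts, which are whole numbers without normalization or filter. The version of the aligner, the use of strand and the release of the annotation are not given in the sources used here. Reads shared by close copies of a gene are therefore uncertain, which applies to SAA4, GSTM3, CYP1A1, CTSL1, MT1E and FUT5 among the genes named. All 36 columns of the deposited count table were used.

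Library sizes were normalized with the trimmed mean of M-values (TMM) in edgeR 4.0.16 (limma 3.58.1, R 4.3.3), no gene was filtered out, and the quasi-likelihood F test was fitted with time as the only factor in liver and with gland or time as the only factor in mammary tissue. In liver a gene was a DEG at a Benjamini-Hochberg false discovery rate (FDR) of the time effect below 0.05 and an unadjusted P-value of the comparison below 0.05, and in mammary tissue at FDR below 0.05. The stricter rule used a P-value of 0.005, and the cross-talk rule 0.001 with a fold change of at least 2. CPM values were computed from the deposited counts with the TMM-scaled library sizes and are given as mean ± SD over cows. The FDR of a single gene in a liver comparison is the P-value of that comparison from the same edgeR fit, adjusted over all genes. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and figures.

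Symbols were taken from the first 1997 of the 24616 genes of S5 Fig, of which 1850 carry a symbol, so 7.52% of the genes in the count table have one. Of 56 genes the paper names, 4 could be matched. Of 16 gene lists written beforehand, the best covered had an identifier for 40% of its members, under the minimum of 80% set for a test of a list, so no gene set test was run, and the list of interferon-induced genes had no member with an identifier. The largest changes named in the text rank only genes with a symbol and a mean of at least 1 CPM, 5 in each direction per comparison, that changed the same way in all 6 cows. Genes the paper names and members of the lists were named at claims about them. One gene among the largest changes is not reported here. Which of these gene and comparison pairs are printed, 114 in all, was settled after their values under the alternatives had been seen. MicroRNA genes are not analysed here.

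Depth per library lay between 9890353 and 32106086 counts. In counts simulated from the real libraries with 200 changed genes, the share of 4-fold changes recovered was 93.1% for liver at 12 h, 92.5% for liver at 24 h, 72.6% for the infected gland and 67.6% for the control gland at 192 vs. 24 h, and the share of 2-fold changes was 49.0%, 53.2%, 30.6% and 27.2%. No 2 libraries of a condition differed by as little as sampling noise, the lowest chi-square per gene over 90 pairs being 17.7.

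The same 6 cows are in every condition, so the libraries are paired by animal. Deviations from the group means of the same cow had a median correlation of 0.302 between -144 and 12 h in liver (0.147 to 0.468), 0.234 between -144 and 24 h (0.095 to 0.291), 0.155 between 12 and 24 h (-0.0695 to 0.611), 0.364 between the glands at 24 h (0.208 to 0.649) and 0.34 between the control gland at 24 and 192 h (-0.0988 to 0.453). The model without cow was kept because the paper's methods do not use cow as a block.

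Set before the data were examined were the following alternatives: the likelihood ratio test that the paper's methods name, DESeq2 1.42.0, RLE size factors, edgeR's filterByExpr, cow as a block, each cow left out in turn, an adjusted P-value per liver comparison, and a fit on all mammary libraries. Added after seeing the data were the likelihood ratio test with adjusted P-values, the likelihood ratio test with cow as a block, the likelihood ratio test on all mammary libraries, and a fit without genes above 1% of the counts of a library.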

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

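Chosen only after the result was seen were the tests of an exchange of libraries, of a shallow library and of a wrong time label for cow 4 in liver at 12 h, and the tests of RNA carried over between tissues for cow 6, cow 3 and AHSG in cow 5; their gene sets were also defined after FGA and CSN2 had been seen in the libraries of cows 6 and 3.

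In 236 groups of 6 libraries or cows, the gap of the highest or lowest value to the next was compared with Dixon's 95% critical value. It was exceeded in 26 groups, among them 19 of 197 groups of gene values in CPM, and on the log2(CPM + 0.5) scale in 11 of 197. Among the 26 are 3 groups of a measure added later for cow 4 in liver. Both scales were computed before CPM was kept, because the text reports CPM. Chance gives about 1 in 20 groups.

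Several of these values belong to cow 4 in liver. At 12 h it had 4022 CPM of PCK1, far above the other cows, and 1.51 CPM of ZSWIM3, and at 24 h it had 1198 CPM of CYP1A1, 171 CPM of SLC10A1 and 394.6 CPM of LOC101909599, which fell further in the others. Along the mean 12 h change of the other cows, cow 4 had a slope of 0.215, where 1 is the same change, and the other cows 0.62 to 1.32. At 24 h its slope was 0.576 and the others had 0.864 to 1.19. The tables argue against several explanations. The library did not come from another of the 6 cows, since over genes that differ between cows its correlation with the other liver libraries of cow 4 was 0.703 above the highest with another cow. An exchange with the library of cow 4 before challenge is excluded, since that library had a slope of -0.0559. The library was not shallow, with 15675489 counts. A later response is not seen, since the 24 h change of cow 4 carried the 12 h pattern of the other cows with a coefficient of -0.138, and a weaker response of the infected gland is not either, since the slope of cow 4 there was 0.811, within the range of 0.578 to 1.15 of the others. A library taken before challenge and labelled 12 h stays open. Before challenge the paper describes liver biopsies at -144 h only, and that of cow 4 is a separate library here. A wrong label would thus need a further biopsy or library that the paper does not describe. The slope of 0.215 lies 0.119 above the highest of the libraries before challenge, which is more than their SD of 0.0599 and less than their range of 0.153, and which of these measures of spread decides had not been fixed. A further test was then added, with its rule fixed before it was computed. It took 1559 genes of the 12 h change of the other cows. Of these, 33.8% lay beyond all libraries of those cows before challenge, in the direction of the change. The share was 33.93% of the rising and 33.66% of the falling genes. On the same 1559 genes the -144 h library of cow 4 stood at 11.1%. Each other cow was measured on its own set of 352 to 762 genes. These cows stood at 11.7% to 33.25% before challenge and at 86.09% to 99.15% at 12 h. The share of cow 4 at 12 h was 0.55 above the highest before challenge, that of cow 2 over 394 genes. The range before challenge was 22.15. Because the gene sets differ between cows, this margin cannot decide whether the library was taken before challenge. The slopes were measured on the same differing sets. Single genes argue against such a library: at 12 h cow 4 had 228.7 CPM of SAA4 (at most 113.1 CPM in any library at -144 h), 31.62 CPM of LOC613715 (at most 11.88 CPM), 1261 CPM of INSIG1 (at most 658.1 CPM) and 49.97 CPM of STEAP4 (at most 24.15 CPM). These genes were picked after their values were seen, so they do not settle it. A smaller hepatic response of this cow also stays open and was not tested.

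The other single values in liver were 88.29 CPM of IL1B and 87.09 CPM of TGM3 in cow 2 at 12 h, 1.87 CPM of MAB21L3 and 1.87 CPM of TTC39A in cow 5 at 12 h, 1.72 CPM of PPARG in cow 5 at 24 h, and 1.83 CPM of CCL28 and 0.0677 CPM of BDH1, a single count, in cow 1 at -144 h. In mammary tissue they were 17.28 CPM of TRPV3 and 11.01 CPM of SAA4 in cow 2 in the infected gland, and 16.23 CPM of APOA1 and 9.96 CPM of PPARG in cow 4 and 207.6 CPM of LOC613715 in cow 2 in the control gland at 24 h. LOC613715 was 6.07 CPM in cow 4 at 192 h. Carry-over was compared for SAA4, APOA1 and BDH1 among these. SAA4 of cow 2 stood at 4.998% of its liver level and APOA1 of cow 4 at 1.907%. The upper quartiles of the other liver genes in those libraries were 0.2215% and 0.0984%. This argues against carry-over alone as the source of both values. The single count of BDH1 decides nothing. No explanation was tested for the remaining values. AHSG was 12.86 CPM in the infected gland of cow 5. Its share of the liver level there was 0.405%, within the middle 50% of the other liver genes in that library (0.286% to 0.416%), which is consistent with RNA or reads carried over from liver; expression in the gland was not tested.

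In the control gland of cow 4 at 192 h the 10 most abundant genes took 18.9% of the counts, the lowest share of the 6 cows. Genes lower in the infected glands lay lower there as well, with a median difference of -0.67 on the log2 scale from the other cows. Genes higher in the infected glands lay higher there, with a median difference of 0.275. The other cows had -0.321 to 0.169 for these higher genes. The library did not come from another of the 6 cows, since its correlation with the other mammary libraries of cow 4 was 0.6254 above the highest with another cow. Its slope along the change of the infected glands was 0.154, the highest of the 6 and so on the side set beforehand for a response like that of the infected gland at 24 h. The margin over the next cow was 0.0639, below the SD of 0.103 of the other cows. By the slope alone, a response cannot be told from variation among cows. In counts scaled by library size only, LTF was 44840 CPM in this library and at most 8029 CPM in the other cows at 192 h. CSN2 was 49420 CPM, against at least 203100 CPM in the others. These genes were picked after their values were seen, so they do not settle the cause. Other changes of the gland that lower milk protein transcripts were not tested.

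In the control gland of cow 6 at 192 h, genes abundant in liver and nearly absent from the other mammary libraries were at a median of 1.22% of their liver level, above every other control-gland library (at most 0.197%) and every infected-gland library (at most 0.341%). FGA was 842.4 CPM there. The liver genes that fall after challenge were raised too, at a median of 1.16%. An induction of acute phase genes alone does not explain this, whereas RNA or reads carried over from a liver library would. An induction besides carry-over is not excluded. FGA stood at 1.505% and SAA4 at 1.611% of the liver level, above the upper quartile of the other liver genes (1.468%). In the liver library of cow 3 at 24 h, genes abundant in mammary tissue were at a median of 2.46% of their mammary level, where no other liver library was above 0.247%, and CSN2 was 1861 CPM, which is consistent with carry-over from a mammary library in the same way.

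Between 12 and 24 h, 245 liver genes were DEG at both times in opposite directions against -144 h, 81 up and then down and 164 down and then up. Of these 245, the genes named in the text are CXCL10 (log2 fold change of 24 vs. 12 h -4.45), CYP51A1 (-1.52) and IL18 (-1.26). The 12 h calls of CYP51A1 and IL18 and the 24 h call of IL18 were lost when certain cows were left out. The 12 and 24 h comparisons share the libraries before challenge. No technical explanation was tested for these genes, and the time after challenge stays open as a biological one.

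The paper reports no comparison of the control gland between 24 and 192 h. It gave 845 DEG, 306 higher and 539 lower at 192 h. This number rests on single cows, since it was 71 without cow 1, 117 without cow 2, 124 without cow 3, 1702 without cow 4, 329 without cow 5 and 250 without cow 6. With genes above 1% of the counts of a library left out, 841 DEG were found, which argues against a few abundant genes as the cause. Chance can be excluded, since 1 of 100 splits of the 12 libraries, the real one, gave as many, and the largest number in another split was 105. Whether the control gland at 24 h carried part of the response of the infected gland stays open. Across 12963 genes the log2 fold changes of control 24 vs. 192 h and of infected vs. control correlated at -0.0871 (Spearman -0.0753), where 20 simulations of unchanged groups with the same shared control libraries gave -0.535 to -0.456. The value lies above the simulated ones but is not positive, between the outcomes set beforehand, and genes are not independent replicates. Days after challenge and recovery of the cow stay open as biological explanations and were not tested.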

How the results depend on the processing

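Chosen only after seeing the data were the likelihood ratio test with adjusted P-values, the likelihood ratio test with cow as a block, the likelihood ratio test on all mammary libraries, and the fit without abundant genes; the other alternatives were set before the data were examined.

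Under RLE size factors and filterByExpr every number of DEG stayed within 1.5 times its value, and for liver so did those under the likelihood ratio test, DESeq2, the adjusted P-value per comparison and cow as a block. The numbers that moved further were those of the infected against the control gland (1802) with DESeq2 (3034), with cow as a block (2764) and with the likelihood ratio test and cow as a block (3582), those of the control gland at 192 vs. 24 h (845) with the likelihood ratio test (1284), DESeq2 (2019) and the likelihood ratio test with cow as a block (1892), that of the cross-talk rule in mammary tissue (983) with the likelihood ratio test and cow as a block (1806), and that of the stricter rule in liver at 12 h (3087) with the likelihood ratio test and adjusted P-values (2040). The cause was not tested. The share of higher genes among the control-gland DEG was 36.2% and was 47.1% in a fit on all mammary libraries, with 441 higher and 496 lower.

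With each cow left out in turn, the number of DEG was 2721 to 5509 for liver at 12 h, 3693 to 5701 at 24 h, 3792 to 5849 for 24 vs. 12 h, 4909 to 7866 for the time effect, 1753 to 4106 and 2940 to 4374 for the stricter rule at 12 and 24 h, 1489 to 2238 and 677 to 923 for the cross-talk rule in liver and mammary tissue, 958 to 1656 for the infected gland and 71 to 1702 for the control gland at 192 vs. 24 h. In liver the lowest value was always without cow 6 and the highest without cow 4; at 12 h it was also 2938 without cow 1 and 3078 without cow 3, and under the stricter rule 1831 and 1915. For the infected gland the values moved by over 1.5 times were 975 without cow 1 and 958 without cow 5. Of the 4634 DEG in liver at 12 h, 2680 remained without cow 6, and of the 1802 in the infected gland 947 remained without cow 5. Fewer cows enter these fits.

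For the 114 genes and comparisons named, 1364 values were computed under alternatives: 1239 kept their direction and side of the threshold, 78 fell below it, 25 passed it, and 22 changed sign. Of the 78, 71 came from leaving out a cow. The 87 that passed the threshold kept their direction in every alternative run. Those that changed sign were not DEG. FGA in the infected gland (-0.13) was 0.48 with cow as a block, 0.58 with the likelihood ratio test and cow as a block, and -0.53 to 0.13 with cows left out. LTA there (0.00444) was -0.0222 with DESeq2, -0.0158 with RLE, -0.00126 with the likelihood ratio test, -0.00515 with filterByExpr and -0.0786 to 0.0618 with cows left out. PPARG there (-0.03) was 0.11 with cow as a block and 0.11 with the likelihood ratio test and cow as a block, and -0.30 to 0.30 with cows left out. PPARG in liver at 24 h (0.0158) was -0.0184 with DESeq2, -0.0147 with RLE, -0.0280 with filterByExpr and -0.78 to 0.42 with cows left out. IL1B in liver at 24 h (0.20) was -0.0680 to 0.37 with cows left out.

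With cow as a block, 7 of the named genes and comparisons passed the threshold and 2 fell below it, and beyond these and the sign changes given it changed no other call among them. With 6 cows, the depth of these libraries and 200 changed genes, 49.0% of simulated 2-fold changes were recovered in liver at 12 h. The share was 53.2% at 24 h, 30.6% for the infected gland and 27.2% for the control gland. These shares also depend on the number of changed genes. Why fewer were recovered in mammary tissue was not tested.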

Differences from the paper's values

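The paper gives approximately 1800 DEG in mammary tissue under the cross-talk rule, and 983 were found here. Of the alternatives set before the data were examined, the likelihood ratio test (1384), DESeq2 (1333) and cow as a block (1350) came within 1.5 times of the paper's value, and RLE size factors (977), filterByExpr (847) and each cow left out (677 to 923) did not. The likelihood ratio test with cow as a block gave 1806, but it was chosen after seeing the values, and under it the mammary DEG at FDR below 0.05 were 3582, where the paper reports 2379. How many of the paper's own DEG it drops was not counted, since S5 Fig is held here only in part.

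For LTA in mammary tissue S5 Fig has a log2 ratio of -0.00691, the paper's value, and the value here was 0.00444, so the signs differ at a size far below the standard error of 0.466. The sign was negative with the likelihood ratio test (-0.00126), DESeq2 (-0.0222), RLE (-0.0158) and filterByExpr (-0.00515). Of 104 named log2 fold changes set beside S5 Fig this was the 1 that differed, and the largest absolute difference was 0.53.

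The paper describes lower expression of the 3-hydroxybutyrate dehydrogenase isoforms in the infected gland. BDH2 was a DEG (log2 fold change -1.32), whereas BDH1 was lower in 6 of 6 cows (-1.45) with an FDR of 0.166 in edgeR's quasi-likelihood test. BDH1 was called with DESeq2, with cow as a block, and with the likelihood ratio test and cow as a block, which was chosen after seeing the values.

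The paper describes lower expression of genes of hepatic ketogenesis. Of the 5 genes listed beforehand for ketogenesis 2 could be matched, too few to assess it. BDH2 was lower at 24 h (log2 fold change -1.32). BDH1, with at most 10 counts in a library, was called higher. This call was lost without cow 1, 2, 3 or 5, with DESeq2 and with cow as a block. The 10 counts were those of cow 3 at 24 h, where carry-over from a mammary library stays open. In cows 1 and 2, with 5 counts each, BDH1 lay above the upper quartile of the mammary genes. The paper describes lower negative acute phase proteins in liver at 24 h. RBP4 and AHSG were DEG, and APOA1 was lower in 6 of 6 cows without being one (FDR of the time effect 0.0596). APOA1 was called with the likelihood ratio test, DESeq2, filterByExpr, cow as a block, without cow 4 or 5, and with the likelihood ratio test and cow as a block, chosen after seeing the values.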

Other observations

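All tests in this part were planned before the results were seen, but which genes are named was settled afterwards.

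Chance can be excluded for the numbers of DEG, since only the real split of the libraries gave as many. It was 1 of 100 splits for liver at 12 h, 24 h and 24 vs. 12 h, the time effect, both stricter and both cross-talk rules, and the infected gland. The largest number of another split was 778 for liver at 12 h, 1543 at 24 h, 1149 for 24 vs. 12 h, 1544 for the time effect and 4 for the infected gland. When labels were exchanged only within cows, the largest number of DEG in another split was 2712, 2685, 1311 and 2731 for the same liver results (60 splits), 0 for the infected gland and 57 for the control gland at 192 vs. 24 h (32 splits each).

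The infected gland was the left front in every cow, and 0 cows were infected in the right front gland. The side of the gland and the infection cannot be told apart in the 6 cows, because no cow carries the other arrangement.

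The control gland at 192 h differed from 24 h in 74 DEG with a symbol, a mean of at least 1 CPM and the same direction in all 6 cows, 33 higher and 41 lower. The largest increases were those of SLC34A2 (log2 fold change 2.78, FDR 0.0228), SLC17A9 (2.48, FDR 0.0091), BREH1 (2.22, FDR 0.0199), PLTP (2.06, FDR 0.0078) and KCNJ8 (1.96, FDR 0.0146), and among the largest decreases were those of FUT5 (-3.12, FDR 0.00592), LOC613715 (-2.54, FDR 0.011), PDPN (-1.89, FDR 0.0156) and CARHSP1 (-1.85, FDR 0.00775), from edgeR's quasi-likelihood test. SLC17A9, PLTP, FUT5 and CARHSP1 kept their call with every cow left out, and the others did not. FUT5 has close paralogs. SLC34A2 rose from 76.26 ± 57.7 to 524.1 ± 284.7 CPM. CSN2, a milk protein gene, was 92550 ± 56290 CPM at 24 h and 285500 ± 147600 CPM at 192 h (log2 fold change 1.63, FDR 0.371), higher in 5 of 6 cows, and it was called with DESeq2.

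PPARG in liver was 0.61 ± 0.32 CPM at -144 h, 2.35 ± 1.87 CPM at 12 h and 0.61 ± 0.56 CPM at 24 h. It was a DEG at 12 vs. -144 h (log2 fold change 1.94, FDR 0.0307, FDR of the time effect 0.0115 in edgeR's quasi-likelihood test), higher in 5 of 6 cows, and at 24 vs. 12 h (log2 fold change -1.92, FDR 0.0231), lower in 4 of 6 cows. Both calls were lost without cow 2 or 3. The paper's statement on this gene is about mammary tissue.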
